# In Silico Analysis of the Age-Dependent Evolution of the Transcriptome of Mouse Skin Stem Cells

**DOI:** 10.3390/cells9010165

**Published:** 2020-01-09

**Authors:** L. Francisco Lorenzo-Martín, Xosé R. Bustelo

**Keywords:** skin homeostasis, epidermal stem cell, hair follicle, bulge, bioinformatics, time-course, transcriptomic analysis

## Abstract

The stem cells located in the hair follicle bulge area are critical for skin regeneration and repair. To date, little is known about the evolution of the transcriptome of these cells across time. Here, we have combined genome-wide expression analyses and a variety of in silico tools to determine the age-dependent evolution of the transcriptome of those cells. Our results reveal that the transcriptome of skin stem cells fluctuates extensively along the lifespan of mice. The use of both unbiased and pathway-centered in silico approaches has also enabled the identification of biological programs specifically regulated at those specific time-points. It has also unveiled hubs of highly transcriptionally interconnected genes and transcriptional factors potentially located at the core of those age-specific changes.

## 1. Introduction

The skin stem cells (SSCs) located in the bulge area of the hair follicles are important for replacing, restoring, and regenerating epidermal cells that have been lost, damaged, or become pathologically dysfunctional in postnatal periods [1,2]. These functions require the orchestration of both symmetrical and asymmetrical cell divisions to maintain the stem cell pool and generate the downstream cell lineage-committed precursors, respectively [3]. It was believed for a long time that SSCs were highly resistant to aging [4]. Consistent with this, the total numbers of SSCs do not significantly change between adult and aging mice [5]. However, more recent analyses have revealed that the SSCs from aging mice become dysfunctional, showing significant reductions in stemness properties when tested in either cell culture or in vivo [6]. This has been connected to SSC extrinsic factors, such as inflammation-derived signals from the surrounding niche [6].

The SSCs have been extensively characterized at the transcriptomal level both in toto and in single cell-based experiments in mice [7,8]. This has led to a good understanding of the gene expression programs linked to cell stemness, the quiescent and active state of SSCs, cell lineage differentiation events, and oncogenically transformed states [8,9,10,11,12]. Likewise, recent studies have also unveiled the transcriptional programs associated with the aging of SSCs [6]. All these studies have been concentrated in very specific age periods of mice. However, to our knowledge, there are no available data regarding the evolution of the SSC transcriptome during consecutive age periods. As a result, we do not know whether that transcriptome fluctuates in an age-dependent manner and, if that were the case, the specific age intervals in which such changes take place. Likewise, we do not have a clear idea of the precise timing in which the molecular features of aging SSCs begin to emerge in mice. To address this issue, we decided to carry out microarray analyses in flow-cytometry purified SSCs from six different age periods of mice. These groups ranged from young (18-day-old) to old (12-month-old) ages. We combined these analyses with the use of multiple bioinformatics tools to unveil any changes in gene expression and biological programs taking place across those experimental time-points. Using this approach, we found that the SSC transcriptome is highly dynamic throughout the age periods interrogated. We also unveiled biological functions, coregulated pathways, and transcriptional hubs that are associated with those age-dependent gene expression changes. Finally, our data also suggest that the molecular features of aging SSCs are already detected at much earlier times than previously anticipated.

## 2. Methods

### 2.1. Animal Studies

Male C57BL/6J mice were maintained and utilized according to protocols approved by the Bioethics Committee of the University of Salamanca. Mice were kept in ventilated rooms in pathogen-free facilities under controlled temperature (23 °C), humidity (50%), and illumination (12-h-light/12-h-dark cycle) conditions.

### 2.2. Isolation of CD34^+^ Itgα6^+^ SSCs

This procedure was carried out as previously described [13]. Briefly, the back skin of animals was excised, cleaned, and digested in 0.25% trypsin (ThermoFisher, Waltham, MA, USA; Catalog No. 25200056) overnight. The cell suspension was then filtered, resuspended in EMEM (Lonza, Basel, Switzerland; Catalog No. BE06-174G) supplemented with 15% fetal bovine serum (ThermoFisher, Catalog No. 10500064), incubated for 30 min on ice with biotin-conjugated antibodies to CD34 (dilution 1:50, eBioscience, San Diego, CA, USA; Catalog No. 13-0341-85) and, subsequently with both APC-conjugated streptavidin (dilution 1:300, BD Biosciences, Franklin Lakes, NJ, USA; Catalog No. 554067) and PE-conjugated antibodies to CD49f (dilution 1:200, AbD Serotec, Kidlington, UK; Catalog No. MCA699PE) for 30 min. The cell suspension was then incubated with 4′,6-diamidino-2-phenylindole (DAPI) (0.1 ng/µL, Sigma-Aldrich, Saint Louis, MO, USA; Catalog No. D9542) for 5 min to mark and exclude dead cells. Finally, positive cells for both CD34 and CD49f were isolated using a FACSAria III flow cytometer (BD Biosciences) and analyzed with the FlowJo software (Ashland, OR, USA).

### 2.3. RNA Extraction and Transcriptome Profiling

Flow cytometry purified CD34^+^ Itgα6^+^ SSCs were lysed in RLT buffer (QIAGEN, Hilden, Germany; Catalog No. 74004) and total RNA was extracted using the QIAGEN RNeasy Micro Kit (QIAGEN, Catalog No. 74004) according to the manufacturer’s instructions. Purified RNA was processed exactly as indicated elsewhere [14] and analyzed using GeneChip Mouse Gene 1.0 ST microarrays (Affymetrix, Santa Clara, CA, USA). R and Perl languages were used to perform the bioinformatic analyses. Signal intensity values were obtained from CEL files after applying the Robust Multichip Average (RMA) function from the ‘affy’ package for background adjustment, quantile normalization, and summarization [15]. For the visualization of expression and enrichment data, a 0–1 normalization was used:

(1) $$x=\frac{x-x_{min}}{x_{max}-x_{min}}$$

### 2.4. Establishment of Gene Expression Patterns

We used both Chi-squared and fold change thresholds to distinguish probesets with dynamic and stable behavior along the time-points interrogated as reported before [16]. Briefly, for each probeset, a Chi-squared test with N–1 degrees of freedom was applied as follows:

(2) $$\begin{array}{ccc} \chi^{2}=\overset{n}{\underset{i}{\sum }}\frac{{\left(\bar{X_{i}}-\;\bar{X}\right)}^{2}}{\bar{X}} & =\frac{{\left(\bar{X_{0.6}}-\;\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{1}}-\;\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{2.5}}-\;\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{4}}-\bar{X}\right)}^{2}}{\bar{X}}+\frac{{\left(\bar{X_{6}}-\bar{X}\right)}^{2}}{\bar{X}} & +\frac{{\left(\bar{X_{12}}-\;\bar{X}\right)}^{2}}{\bar{X}} \end{array}$$

where $\bar{X_{i}}$ is the mean expression of the gene for the triplicates for each time-point *i*, $\bar{X}$ is the overall mean expression across all time-points, and *n* is the number of time-points. For probesets with adjusted *P*($\chi^{2}$) < 0.01, a > 2-fold change requirement was empirically established. The identification of time-course expression profiles was done by soft clustering using the Mfuzz R package [17]. After standardization of the expression values for Euclidian space clustering, we applied the *mfuzz* function with a fuzzifier value of 1.25 and a ranging number of cluster centers to determine the optimal number of non-overlapping expression patterns. For the inclusion of a probeset in a particular cluster, the membership value threshold was set to 0.5.

### 2.5. Gene Set Annotation and Enrichment

Functional annotation of gene sets was performed using Metascape [18] and ToppFun [19] for biological processes and molecular functions, respectively. An FDR q-value of 0.05 was set as threshold for statistical significance. ssGSEAs were used to calculate the fitness of different hallmark, gene ontology, and epidermal stem cell signatures across time [20,21]. Hallmark and gene ontology signatures were obtained from the Molecular Signatures Database [22]. SSC-related gene signatures were obtained from previous studies [10,23]. The time-course enrichment scores for these signatures were used to build the signature correlation matrix, calculated through *corrplot* (https://cran.r-project.org/web/packages/corrplot). Correlations were considered statistically significant when the Pearson coefficient had *p* values below 0.05. Functional clusters were established when every pairwise correlation within a group of signatures was found significant. For the discovery of transcription factor binding motifs in the promoters of the coregulated genes, the iRegulon software was used [24]. A collection of 9713 position weight matrices (PWMs) was applied to analyze 10 kb centered around the TSS. With a maximum false discovery rate (FDR) on motif similarity below 0.001, we performed motif detection, track discovery, motif-to-factor mapping, and target detection.

### 2.6. Weighted Correlation Network Analyses

In order to identify the transcripts at the core of every gene expression pattern, the WGCNA R package was used [25]. To this end, we constructed each weighted gene network from the corresponding expression matrix through the *blockwiseModules* function. The *pickSoftThreshold* function was used to select the soft thresholding power according to network topology. Consensus module detection within each expression pattern was omitted and kept to one module as the number of clusters had been already optimized. The heatmap plot depicting the adjacency matrix was created with the *TOMplot* function. To calculate the intramodular connectivity for each gene, we computed the whole network connectivity for each expression pattern through the *intramodularConnectivity* function. Hubs were defined as the 10% most connected genes within each expression pattern. The known functional interactions among hubs were obtained through the String tool [26]. Cytoscape software was used to perform network data integration and visualization [27].

### 2.7. Data Availability

Microarray data reported in this paper was deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE137176.

## 3. Results

### 3.1. The SSC Transcriptome Fluctuates in an Age-Dependent Manner

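The deposited value table holds 18 Affymetrix Mouse Gene 1.0 ST arrays, 3 for each of 6 ages. RNA came from CD34+ Itgα6+ cells sorted by flow cytometry from the back skin of male C57BL/6J mice. The paper and the sample records do not state whether the 3 replicates of an age came from different mice, so the spread between replicates is not known to be that between animals. The authors normalized the arrays with RMA, which corrects the background, equalizes the distributions of the arrays and summarizes the probes of each probeset as 1 value on the log2 scale. All 34760 probesets were present on every array. The platform table gives exactly 1 gene symbol for 21640 of them, and these were tested for each age. For single genes and gene lists, the probeset with the highest mean was used, which left 19937 genes. Gene positions are those of the RefSeq annotation of the mouse assembly GRCm38.p6, and the probes themselves were not realigned. limma fitted 1 mean per age, and its moderated test compared each age with the mean of the other 5 and each age with the next. Differences between ages are differences of log2 means, and p-values were adjusted by the Benjamini-Hochberg method over the probesets tested. The comparisons, the tests, 47 gene lists and 30 alternative settings were chosen before the data were examined, but after the paper and its tables had been read. Signal over background was taken as the median of 24 housekeeping genes minus the median of 1214 receptors of smell and taste. It was 7.47 ± 0.06 (SD, n = 3 arrays) on the log2 scale at 0.6 months, 7.46 ± 0.01 (SD, n = 3) at 1 month, 7.24 ± 0.17 (SD, n = 3) at 2.5 months, 7.30 ± 0.06 (SD, n = 3) at 4 months, 7.38 ± 0.04 (SD, n = 3) at 6 months and 6.74 ± 0.42 (SD, n = 3) at 12 months. The 12-month arrays differed from the mean of the other ages by -0.63 (exact permutation test of 3 arrays against 15, two-sided p = 0.0025, adjusted p = 0.015 over the 6 ages). Arrays of the same age correlated at a Pearson r of 0.988 or more up to 6 months. At 12 months, the 3 pairs of replicates correlated at 0.947, 0.957 and 0.933 across probesets. The median SD between replicates was 0.282 at 12 months, which is 3.91 times the median of the other ages. The number of arrays limits the precision of each value.

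**Figure D1:**
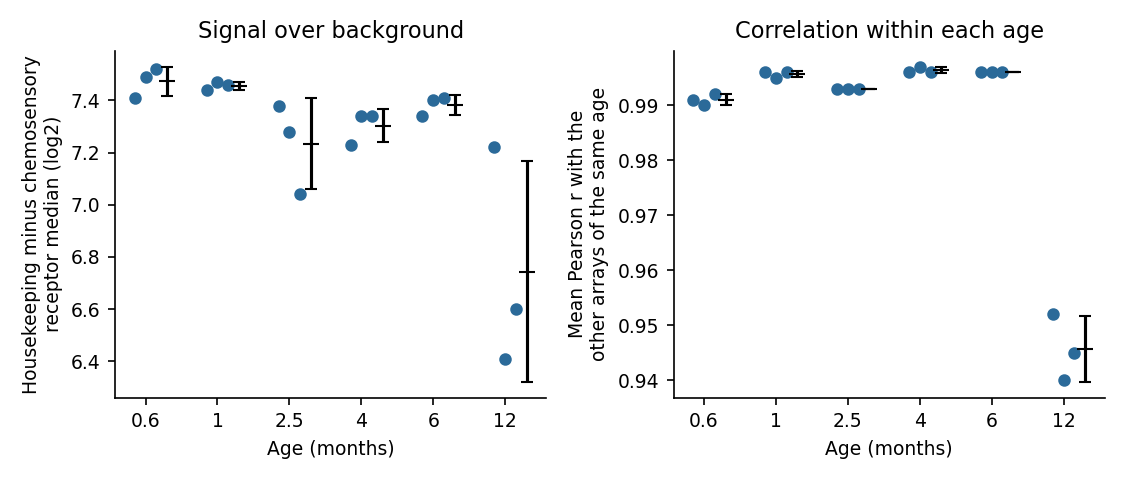
Signal over background (left, log2) and mean Pearson r of each array with the other arrays of its age (right), against age in months. Each point is 1 array, and the bars give the mean and SD of the 3 arrays of an age. The 12-month replicates lie at 7.22, 6.41 and 6.60 on the left.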

To approach the age-dependent evolution of the transcriptome of mouse SSCs, we first purified by flow cytometry CD34^+^ Itgα6^+^ SSC pools from 0.6- (“very early” age time-point), 1- (“early” time-point), 2.5-, 4- (“middle” time-points), 6- and 12-month-old (“late” time-points) mice (Figure 1A). The first time-point selected corresponds to the earliest stage in which the CD34^+^ Itgα6^+^ SSCs can be clearly identified using flow cytometry approaches (Figure 1A). During the cell purification procedure, we observed that the bulge CD34^+^ Itgα6^+^ SSC population expands between the 18 to 30 postnatal days in the skin of mice (Figure 1A,B). However, as expected from previous reports [5], the numbers of those cells do not undergo any further statistically significant change thereafter (Figure 1A,B). 

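A test that uses the spread between replicates was run beside the criteria of the paper. The F-test of limma over the 6 ages called 13731 of the 21640 probesets with 1 gene symbol (63.5%) at an adjusted p under 0.05. Of these, 1196 differed by 2-fold or more between at least 1 age and the mean of the others. The test was checked on simulated data with 200 changed probesets. With equal spread at every age, the comparison of 0.6 months with the other ages recovered 67% of the changes of 0.5 on the log2 scale. It recovered 97% of those of 1, with 11 false calls. The F-test recovered 36% and 88% of the same changes. With the observed spread of each age, 3641 unchanged probesets were called at 12 months, because the 12-month replicates vary more than the pooled estimate allows. Array weights, which let limma count a variable array for less, brought the false calls in a second simulation down from 3780 to 4 of 21440 unchanged probesets. They recovered 14% of the simulated changes of 0.5 and 72% of those of 1.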

Upon microarray analyses of each purified cell population, the expression profiles obtained were processed using a computational approach designed to identify transcripts with either dynamic or static expression patterns in the six interrogated age periods (for details, see Methods) (Figure 1C). These analyses revealed that 32% of the transcripts present in SSCs displays a dynamic behavior according to both Chi-squared distribution and change in expression (≥2-fold) criteria (Figure 1D).

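The stated criteria were applied to the age means of the linear values of all 34760 probesets, with a chi-squared test of 5 degrees of freedom. An adjusted p under 0.01 was reached by 15251 probesets, and 4949 of them (14.2%) also differed by over 2-fold between the highest and the lowest age mean. The fold alone was met by 5134. The paper's text does not name the values between which the fold was taken. With the fold between the highest and the lowest single array, 10944 were dynamic (31.5%). Without the 12-month arrays, 1161 were. Both of these settings were chosen after seeing the values. Among the 4949 dynamic probesets, 90.3% also passed the F-test of limma. The chi-squared statistic depends on the unit of the values and takes no account of the spread between replicates. Computed on the log2 values, it called 0 of the 34760 probesets, where limma's F-test called 13731 of the 21640 with 1 gene symbol. Probesets with 1 gene symbol were dynamic in 11.2% of cases, and the others in 19.2%. The 12-month mean lay farthest from the mean of the other ages in 79.7% of the dynamic probesets, higher in 1363 and lower in 2583.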

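Fuzzy c-means with 14 centers, a fuzzifier of 1.25 and a membership of at least 0.5 placed 4624 of the 4949 dynamic probesets in a cluster. The centers were fitted to standardized age means, and the best of 20 random starts was kept. In 10 of the 14 clusters, which hold 4033 probesets (87.2%), the center was farthest from 0 at 12 months. The most similar pair of centers correlated at 0.9597 (Pearson r over the 6 ages). The paper lists its own subsets in Table S1, and the copy at hand holds the first 1995 of its 2322 lines, so only subset #−1.6 is incomplete. All of the 10446 probesets read from it are in the value table. The study chose these subsets on the same arrays, so their medians are descriptions and not independent evidence. In subset #1, 723 probesets had a median log2 difference of 0.48 at 0.6 months. In subset #2, 1399 probesets had a median difference of 0.49 at 1 month and of -0.49 at 12 months. In subset #6, 1201 probesets had a median difference of 0.85 at 12 months, and in subset #−6, 1645 had one of -0.81.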

Further soft-clustering analyses revealed that these dynamic genes can be subdivided into 14 nonredundant gene expression subsets according to their respective age-dependent patterns of expression (Figure 1E and Table S1, see also Figure 2 further below). These subsets show either single or bimodal patterns of expression depending on whether they are detected specifically in a given time-point or in several age intervals, respectively (Figure 1E and Figure 2 below). The bimodal ones also differ among themselves depending on the total number of differentially expressed genes detected at each time-point (Figure 1E and Figure 2 below). 

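Against the mean of the other ages, 1245 probesets were higher and 1480 lower at 0.6 months (12.6% of those tested). At 1 month, 2871 were higher and 1062 lower (18.2%). At 12 months, 8383 were higher and 6484 lower (68.7%), a count that the unequal spread between replicates inflates, since simulated data with that spread gave 3641 false calls. The standard errors and p-values given for single genes at 12 months rest on the same pooled spread, and are thus too small for many of them. Array weights left 7128 calls at 12 months, and 7115 of these had been called in the same direction without weights. Without the 3 arrays of 12 months, which changes both the pooled spread and the mean of the other ages, 8915 probesets were called at 0.6 months and 6277 at 1 month. Single arrays moved these counts. The 0.6-month count was 1497 without 0.6-month replicate 2, 1569 without 0.6-month replicate 3 and 5033 without 12-month replicate 2. The 1-month count was 1532, 944 and 1901 without 1-month replicates 1, 2 and 3, and 9401 and 6473 without 12-month replicates 1 and 2. From one age to the next, 3680 probesets changed between 0.6 and 1 month and 12721 between 6 and 12 months. The first of these was 2356 and 2439 without 0.6-month replicates 2 and 3, 2409 and 1660 without 1-month replicates 1 and 2, and 5911 and 6763 without 12-month replicates 1 and 2.

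**Figure D2:**
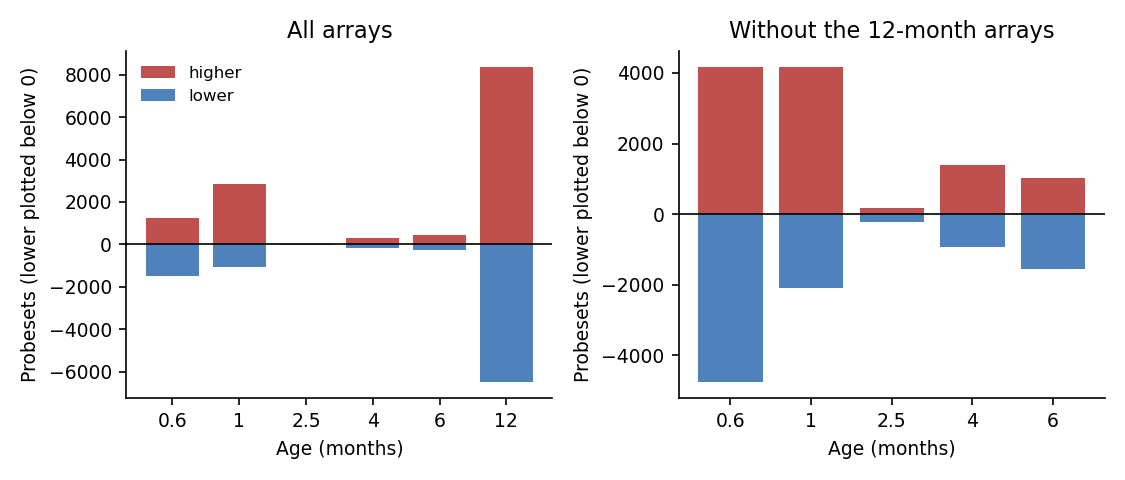
Number of probesets higher (above 0) and lower (below 0) at each age against the mean of the other ages, with all arrays (left) and without the 12-month arrays (right). The bars at 1 month stand for 2871 higher and 1062 lower probesets on the left.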

We also found that the larger transcriptomal changes are detected at the “very early”, “early”, and “late” age periods (Figure 1F). By contrast, they are less relevant in the case of the “middle” age intervals (Figure 1F). 

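At 2.5 months, limma called 34 probesets higher and 36 lower (0.323%). At 4 months, 319 were higher and 159 lower (2.21%), and at 6 months 439 were higher and 262 lower (3.24%). Between 2.5 and 4 months, 1 probeset was called, against 988 at an unadjusted p under 0.05. From 1 to 2.5 months, 165 changed, and from 4 to 6 months 365. Without the 12-month arrays, 394 were called at 2.5 months, 2329 at 4 months, 2568 at 6 months and 61 between 2.5 and 4 months. The 2.5-month count by limma was 5, 31 and 0 without 2.5-month replicates 1, 2 and 3, where an unadjusted p under 0.05 was reached by 2744 with all arrays. It was 39 and 19 without 0.6-month replicates 2 and 3. Without replicates 1, 2 and 3 of another age, it was 27, 21 and 10 for 1 month, 38, 12 and 11 for 4 months, 25, 14 and 30 for 6 months, and 1982, 459 and 118 for 12 months. At 4 months, the count was 51, 154 and 82 without each 4-month array, 307 without 1-month replicate 3, and 2636, 1440 and 725 without 12-month replicates 1, 2 and 3. At 6 months, it was 53, 104 and 99 without each 6-month array, 438 and 457 without 1-month replicates 1 and 3, 439 without 4-month replicate 3, and 3660, 1860 and 1207 without 12-month replicates 1, 2 and 3.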

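The counts from one age to the next moved with single arrays as well. From 1 to 2.5 months, the count was 73, 0 and 36 without 1-month replicates 1, 2 and 3, against 2232 at an unadjusted p under 0.05 by limma with all arrays. It was 21, 260 and 3 without 2.5-month replicates 1, 2 and 3, 109, 107 and 105 without those of 4 months, 101 without 6-month replicate 3, and 487, 862 and 276 without 12-month replicates 1, 2 and 3. Between 2.5 and 4 months, limma called 0 without any 1 of the 2.5-month arrays, and at most 5, without 12-month replicate 3. From 4 to 6 months, the count was 85, 175 and 67 without 4-month replicates 1, 2 and 3, 111, 79 and 194 without those of 6 months, and 993, 1198 and 619 without those of 12 months.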

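Lower probesets outnumbered the higher ones at 0.6 months and, by 36 to 34, at 2.5 months. At 1, 4, 6 and 12 months the higher ones were more numerous. Among the probesets that changed by 2-fold or more at an adjusted p under 0.05, 87 were higher and 78 lower at 0.6 months, 56 and 37 at 1 month, 1 and 6 at 2.5 months, 5 and 14 at 4 months, 11 and 6 at 6 months, and 176 and 854 at 12 months. The majority depended on the setting at each age other than 1 month. At 0.6 months, 1690 were higher and 1546 lower with all probesets. At 2.5 months, 919 were higher and 405 lower under array weights, and the higher ones were also more numerous with all probesets (62 to 60), with probesets above the median level (39 to 35) and with the replicate block (26 to 22). At 4 months, 398 were higher and 468 lower after cyclic loess normalization. At 6 months, 2711 were higher and 4113 lower with array weights, 1021 and 1547 without the 12-month arrays, and 1783 and 1877 without 12-month replicate 1. At 12 months, 1444 were higher and 5850 lower among probesets with a mean above the median. At 1 month, the higher ones were the majority in each of these settings, with 5795 higher and 5398 lower under array weights.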

There is also a larger percentage of downregulated than of upregulated probesets in most age time-points but the “early” one (Figure 1F). Collectively, these results show that the transcriptome of the CD34^+^ Itgα6^+^ SSC pool undergoes significant fluctuations in an age-dependent manner.

### 3.2. The Functionality of the SSC Transcriptome Drifts over Time

We next utilized the Metascape [18] and ToppFun [19] bioinformatics tools to identify in an unbiased manner the biological and molecular processes associated with the 14 gene expression subsets described in Figure 1. 

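Cells of 18-day-old mice, given as 0.6 months in the labels, were compared with the mean of the other ages. Of 50 genes of the cell cycle, 49 were measured. At an adjusted p under 0.05, 42 were higher and 0 lower (47 and 0 when adjusted over the list alone; 7 did not pass over all probesets), with a median log2 difference of 1.00. The score, which is the mean centered log2 value of the list, was 0.04 on 0.6-month replicate 1 against 1.21 and 0.94 on the other two. E2f8 (probeset 10563780), on chromosome 7 from 48866429 to 48882073, had a log2 value of 8.57 ± 0.62 (SD, n = 3) and a difference of 1.50 (standard error 0.18, adjusted p = 4.5e-05). Bub1 rose by 1.37 (standard error 0.27, adjusted p = 0.0026). Plk1 rose by 1.44 (adjusted p = 0.0053), but did not pass without 0.6-month replicate 2 (1.16, adjusted p = 0.07) or replicate 3 (1.21, adjusted p = 0.061). Of 46 measured subunits of the respiratory chain, 11 were higher and 2 lower (14 and 2 when adjusted over the list alone), with a median of 0.16. Among them, Ndufc1 (probeset 10498058) differed by 0.49 (standard error 0.06, adjusted p = 5.3e-05). Of 37 extracellular matrix genes, 12 were higher and 2 lower (12 and 2 when adjusted over the list alone), led by Mfap2 with 1.22 (standard error 0.15, adjusted p = 5.6e-05) and Fn1 with 1.10. In IGF signaling, 3 of 14 genes were higher and 0 lower (4 and 0 when adjusted over the list alone). The largest difference was that of Igfbp5 (probeset 10355500), on chromosome 1 from 72858065 to 72874865, with 10.16 ± 0.21 (SD, n = 3) and a difference of 1.43 (standard error 0.15, adjusted p = 1.2e-05). Fatty acid metabolism had 4 genes higher and 4 lower of 31 (4 and 4 when adjusted over the list alone). Fabp5 was 1.32 higher (standard error 0.18) and Acsl4 fell by 1.09 (standard error 0.19).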

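Whether a list moves more than other genes was tested with camera, which estimates the correlation between the genes of a list. It called 0 of the 282 combinations of list and age at an adjusted p under 0.05, and its unadjusted p for the cell cycle at 0.6 months was 0.029. With a preset correlation of 0.01, camera called 123. The fry test, which asks whether the genes of a list move one way on balance, called 63. Exact permutation tests over the 816 splits of 3 arrays against 15 called 22 by the mean score and 24 by ssGSEA, and their smallest possible p is 0.0012. For the cell cycle at 0.6 months, the adjusted p was 0.0047 by fry and 0.063 by the exact test of the mean score. The respiratory chain had an adjusted p of 0.031 by the exact test of ssGSEA, the extracellular matrix 0.043 and IGF signaling 0.031.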

We found that two of the upregulated gene expression subsets (#1 and #1.2) found in the “very-early” time-point encode proteins linked to the cell cycle (#1), the respiratory chain (#1.2), extracellular matrix interactions (#1.2), IGF (insulin growth factor) signaling (#1.2), and fatty acid metabolism (#1.2). The third upregulated gene subset (#1.5) seen in this age period includes functions connected to ribosome biogenesis and translation. This bimodal subset is also detected in the SSCs from the “late” age time-point interrogated in our study (Figure 2 and Figure S1, Table S1). This spectrum of functions is probably associated with the expansion in the numbers of SSCs observed between postanal days 18 and 30 (Figure 1B). 

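Of 61 ribosomal protein genes, 3 were higher and 3 lower at 0.6 months (2 and 3 when adjusted over the list alone), with a median log2 difference of 0.02. Rplp2 was higher by 0.52 (standard error 0.10, adjusted p = 0.0017) and Rpl7l1 fell by 0.53 (standard error 0.08, adjusted p = 4.1e-04). At 6 months, 5 were higher and 0 lower (7 and 0 when adjusted over the list alone), with a median of 0.11. At 12 months, 14 were higher and 25 lower (14 and 25 when adjusted over the list alone), and the median was -0.12, or 0.15 after cyclic loess normalization. Of 44 ribosome biogenesis genes, 0 were higher and 3 lower at 0.6 months by limma (0 and 3 when adjusted over the list alone). The 334 probesets of subset #1.5 had a median difference of 0.29 at 0.6 months, 0.44 at 6 months and -0.16 at 12 months.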

In the case of downregulated genes, we only found a single gene expression subset (#−1.6) that fulfills our statistical criteria. This subset is composed of transcripts linked to protein modification, lipid metabolism, autophagy, cell adhesion, and small GTPase signaling (Figure 2 and Figure S1, Table S1). This gene expression subset becomes downmodulated again in the latest experimental time-point (SSCs from 1-year-old mice) (Figure 2 and Figure S1, Table S1).

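In the part of subset #−1.6 at hand, 1995 of 2322 probesets, the median log2 difference was -0.38 at 0.6 months. Of 33 measured autophagy genes, 0 were higher and 5 lower at 0.6 months by limma (0 and 7 when adjusted over the list alone), with a median of -0.12. Cell-matrix adhesion genes did not move one way. Of 36, 2 were higher and 5 lower (2 and 7 when adjusted over the list alone), with a median of 0.01 and a mean of -0.05. Among the genes with the largest falls at this age, Thbs2 (probeset 10447951), on chromosome 17 from 14665500 to 14694262, had a log2 value of 7.52 ± 0.30 (SD, n = 3) and a difference of -2.24 (standard error 0.12, adjusted p = 6.1e-09). Ptgs2 fell by 2.30 (standard error 0.22), Serpinb11 by 1.86 and Itga4, an integrin subunit, by 1.21.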

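At 12 months, the same 1995 probesets had a median difference of -0.45. The medians of the single 12-month arrays against the younger ages were -0.13, -0.70 and -0.45. Among autophagy genes, 2 were higher and 18 lower (2 and 17 when adjusted over the list alone), with a median of -0.28, or -0.02 after cyclic loess normalization. The score of 12-month replicate 1 was 0.00, against -0.60 and -0.39 on the other two. Gabarapl1 fell by 0.99 (standard error 0.17, adjusted p = 1.4e-04). For cell-matrix adhesion, 10 were higher and 13 lower (9 and 13 when adjusted over the list alone), and the median of -0.10 became 0.09 after cyclic loess normalization.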

The “early” transcriptional time-point is much less complex, since it is only composed of two subsets of differentially expressed genes (#2, #−2) (Figure 2 and Figure S1, Table S1). Subset #2 harbors upregulated transcripts linked to autophagy, ubiquitinylation, transcription, protein folding, and lipid metabolism (Figure 2 and Figure S1, Table S1). 

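Among autophagy genes, 13 of 33 were higher and 0 lower at 1 month (21 and 0 when adjusted over the list alone), with a median log2 difference of 0.26 and of 0.14 after cyclic loess normalization. The 3 arrays of this age had scores of 0.26, 0.32 and 0.22, above those of the other 15 arrays. Vamp7 (probeset 10607952, on the X chromosome) was at 9.32 ± 0.01 (SD, n = 3) and differed by 1.04 (standard error 0.15, adjusted p = 3.9e-04). Wipi1 was 0.85 higher (standard error 0.15, adjusted p = 0.0014). Of 36 genes of ubiquitin ligation, 19 were higher and 0 lower (21 and 0 when adjusted over the list alone), with a median of 0.33 and of 0.19 after cyclic loess normalization. Ube2a, also on the X chromosome from 36874295 to 36884222, was 0.68 higher (standard error 0.14, adjusted p = 0.0037), and Cul1 0.51. For protein folding, 5 of 35 were higher and 0 lower (5 and 0 when adjusted over the list alone), with a median of 0.24 that became 0.10. Pfdn2 was 0.54 higher (standard error 0.10, adjusted p = 0.003). Fatty acid metabolism had 10 of 31 higher and 0 lower (11 and 0 when adjusted over the list alone), with a median of 0.24 that became 0.11. The median of the housekeeping genes was 0.11 at this age and -0.01 after cyclic loess normalization. For the highest 10% of genes by mean expression, median differences on the 1-month arrays were 0.17, 0.20 and 0.16. They were taken from the mean of the arrays of all other ages. That mean includes the oldest arrays, on which bright genes were lower, so part of this rise may come from the reference. Among genes of fatty acid metabolism, Fads1 (0.58, adjusted p = 0.022) did not pass without any 1 of the 3 1-month arrays, where its adjusted p was 0.076, 0.11 and 0.088. By fry, the adjusted p was 0.015 for autophagy, 0.028 for ubiquitin ligation, 0.13 for protein folding and 0.083 for fatty acid metabolism, while camera gave 0.7 for each.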

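The largest rises at 1 month by the rule for named genes were those of Fabp4 (1.79, standard error 0.23, adjusted p = 1.9e-04), Krtap7-1 (1.70, adjusted p = 0.0085), and Ptprb and Krtap8-1 (1.58 each, adjusted p = 0.0014). The value of Krtap7-1 was 8.33 ± 1.43 (SD, n = 3), and it did not pass without 1-month replicate 3 (0.92, adjusted p = 0.079). Of 18 endothelial markers, 12 were higher and 0 lower by limma at this age (14 and 0 when adjusted over the list alone).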

Subset #−2 includes downregulated mRNAs associated with proliferation-related processes (Figure 2 and Figure S1, Table S1). This is in line with the observation that the expansion of numbers of SSCs is basically concentrated in the transition from the “very early” to the “early” time-points (Figure 1B).

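Of the 49 cell cycle genes, 0 were higher and 39 lower at 1 month by limma (0 and 40 when adjusted over the list alone), with a median log2 difference of -0.79. The scores of the 3 arrays, -0.68, -0.57 and -0.71, lay below those of the other 15. Ccna2 (probeset 10497831), on chromosome 3 from 36564865 to 36573038, had a log2 value of 7.44 ± 0.25 (SD, n = 3) and a difference of -1.66 (standard error 0.29, adjusted p = 0.0015). Mki67 fell by 1.46 (standard error 0.25, adjusted p = 0.0015) and Ccnb2 by 1.54. From 0.6 to 1 month, 0 of the 49 genes were higher and 44 lower by limma (0 and 47 when adjusted over the list alone), with a median of -1.47. The exact permutation test of the 1-month score gave p = 0.015 (adjusted p = 0.1), and fry an adjusted p of 0.0095, but camera with its estimated correlation did not call the list. The 1052 probesets of subset #−2 had a median of -0.37 at 1 month. Outside the list, Tgfb3 fell by 1.43 (standard error 0.13, adjusted p = 3.3e-05).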

The SSCs from the “middle” age time-points (2.5- to 4-month-old mice) are more stable from a transcriptomal point of view than those from the earlier time-points (Figure 1F and Figure 2, Table S1). 

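With all arrays, 70 probesets passed by limma at 2.5 months and 478 at 4 months, against 394 and 2329 without the 12-month arrays. At 2.5 months, Cpa4 was higher by 0.97 (standard error 0.15, adjusted p = 0.019) and Ndufa4l2 lower, with a log2 value of 8.50 ± 0.27 (SD, n = 3) and a difference of -1.05 (standard error 0.13, adjusted p = 0.0054). Neither passed without 2.5-month replicate 3, where the adjusted p was 0.13 for Cpa4 and 0.053 for Ndufa4l2, and Cpa4 did not pass without replicate 1 (0.85, adjusted p = 0.14). Snord82 fell by 1.25 (adjusted p = 0.0059) and likewise did not pass without replicate 3 (-1.07, adjusted p = 0.12). At 4 months, Has2 (probeset 10428707), on chromosome 15 from 56665627 to 56694546, was at 7.46 ± 0.18 (SD, n = 3), a difference of 0.93 (standard error 0.08, adjusted p = 4.3e-05). Slc14a1 was higher by 1.70 (standard error 0.21, adjusted p = 8.8e-04), Itga4 by 1.03 and Bmp6 by 0.77. Angptl4 fell by 1.31 (standard error 0.23, adjusted p = 0.0077), and its adjusted p was 0.095 without 4-month replicate 1.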

The two upregulated gene expression signatures showing dynamic expression patterns at this stage (#2.3.5 and #3.5) are predominantly involved in keratinocyte differentiation-, metabolic-, skin barrier-, rhythmic- (all in subset #2.3.5), and ion transport-related (subset #3.5) processes (Figure 2 and Figure S1, Table S1). These transcripts become upregulated again in the SSCs from 6-month-old mice (Figure 2). 

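The 251 probesets of subset #2.3.5 had a median log2 difference of 0.31 at 1 month, 0.05 at 2.5 months and -0.15 at 4 months, and the 215 of subset #3.5 had one of 0.57 at 2.5 months. Of 47 measured genes of keratinocyte differentiation, 0 were higher and 1 lower at 2.5 months by limma (0 and 2 when adjusted over the list alone), with a median of -0.12. At 4 months, 1 was higher and 3 lower (1 and 16 when adjusted over the list alone), with a median of -0.25. Lor, a cornified envelope gene, was at 7.57 ± 0.71 (SD, n = 3) at 2.5 months, and its difference of -0.70 did not pass (standard error 0.33, adjusted p = 0.4). Of 17 circadian clock genes, 0 were higher and 0 lower by limma at 2.5 months (1 and 0 when adjusted over the list alone) and at 4 months (0 and 0 when adjusted over the list alone). The set tests called the clock list at neither age, with adjusted p values by fry of 0.17 and 0.53. The time of day of the sorts is not given.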

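At 6 months, subset #2.3.5 had a median difference of 0.49 and subset #3.5 of 0.16. Of the circadian clock genes, 8 were higher and 0 lower (12 and 0 when adjusted over the list alone), with a median of 0.32 and an adjusted p of 5.5e-04 by fry, 0.25 by the exact permutation test of the mean score and 0.16 by camera. Nr1d1 (probeset 10390691), on chromosome 11 from 98767932 to 98775377, was at 12.17 ± 0.10 (SD, n = 3), a difference of 0.67 (standard error 0.08, adjusted p = 0.0011). Per2 was 0.54 higher (adjusted p = 0.014), but did not pass without any 1 of the 6-month arrays (adjusted p = 0.12, 0.055 and 0.1). Of the 47 keratinocyte differentiation genes, 3 were higher and 0 lower (5 and 0 when adjusted over the list alone), and Krt10 (0.48, adjusted p = 0.027) did not pass without any 1 of the 6-month arrays (adjusted p = 0.24, 0.15 and 0.057). The largest rise among the named genes was that of Lrat (probeset 10498978), on chromosome 3 from 82892582 to 82903974, with 1.83 (standard error 0.23, adjusted p = 0.0013). Atp1b1, a subunit of the sodium pump, was 1.07 higher (standard error 0.15, adjusted p = 0.0018).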

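At 4 months, Tgm3, a transglutaminase of the cornified envelope, differed by -0.69 (standard error 0.13, adjusted p = 0.013) and Calm4 by -0.83 (standard error 0.20, adjusted p = 0.04). Tgm3 did not pass without any 1 of the 4-month arrays (adjusted p = 0.082, 0.063 and 0.14), and neither did Calm4 (adjusted p = 0.26, 0.13 and 0.21). Calm4 did not pass in 13 of 26 settings, with an adjusted p of 0.062 both with all probesets and with the replicate block. Of 30 apoptosis genes, 1 was higher and 0 lower at 4 months (1 and 0 when adjusted over the list alone), with a median log2 difference of -0.01. The 310 probesets listed in Table S1 as #−4.2 had a median of -0.16 at 1 month and -0.38 at 4 months, and the 386 listed as #−4.6 had one of -0.02 at 2.5 months and -0.28 at 4 months.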

The two downregulated gene expression subsets (#−4.2 and #−4.6) found in this period show enrichments in mRNAs associated with keratinization (#−4.6, #−4.2), apoptosis (#−4.6), Rho GTPase and receptor tyrosine kinase signaling (#−4.6), fiber organization (#−4.6), translation regulation (#−4.2), and glucose metabolism (#−4.2). The genes belonging to subset #−4.6 become downmodulated again in the SSCs from 1-year-old mice (Figure 2).

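At 12 months, the 386 probesets of subset #−4.6 had a median difference of -0.62. In contrast to the fall of this subset, 19 of the 47 keratinocyte differentiation genes were higher at 12 months and 4 lower (16 and 4 when adjusted over the list alone), with a median of 0.22 and of 0.29 after cyclic loess normalization. Cdsn (probeset 10444883), on chromosome 17 from 35543101 to 35557180, was at 10.00 ± 0.30 (SD, n = 3), a difference of 1.37 (standard error 0.14, adjusted p = 7.9e-07). Krt6a fell by 1.01 (standard error 0.20). Hrnr was 0.88 higher (adjusted p = 6.5e-04), but with array weights its adjusted p was 0.19. Of the apoptosis genes, 7 were higher and 13 lower (7 and 13 when adjusted over the list alone), with a median of -0.13 and of -0.06 after cyclic loess normalization.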

The transcriptional programs associated with the “late” age time-points regain in complexity both in terms of the number of differentially expressed gene subsets (two upregulated, two downregulated) and the total count of genes involved (Figure 1F and Figure 2). Their pattern of expression is also complex, since they include genes whose expression is specifically altered in SSCs from 6- (subsets #5.3 and #−5) and 12-month-old (subsets #6 and #−6) animals (Figure 1E and Figure 2, Table S1). 

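At 6 months, the 286 probesets of subset #5.3 had a median log2 difference of 0.57, and the 269 of subset #−5 one of -0.28. At 12 months, these were -0.46 and -0.29. Subset #6 had a median level of 5.98 at the younger ages and rose at 12 months, by medians of 0.44, 1.07 and 0.93 on replicates 1, 2 and 3. Subset #−6 had a median level of 9.07 and changed by -0.47, -1.10 and -0.85. The 12-month arrays also differ from the others by expression level. On replicate 2, the median difference from the younger arrays was 0.40 among the 10% of genes with the lowest mean expression and -0.57 among the 10% with the highest. Between the same groups, it ran from 0.54 to -0.34 on replicate 3 and from 0.11 to -0.10 on replicate 1. After this trend was taken out of each array by loess with a span of 0.3, 11277 probesets were called at 12 months, 5606 higher and 5671 lower, and 7638 of them had been called in the same direction before. Cyclic loess normalization left 11453. Among the named genes at 12 months, Nkg7 was 2.04 higher (standard error 0.29, adjusted p = 2.3e-05) and Fa2h 2.04 higher (standard error 0.26). Smarce1 fell by 2.12 (standard error 0.21). Zfp971, which the paper calls Etohi1, had a difference of 0.82 at 6 months and of -2.52 at 12 months (standard error 0.20, adjusted p = 8.4e-08). Cbx3 fell by 2.54, but its mean over 6 probesets changed by -0.27 (adjusted p = 0.062). Rny1 rose by 2.54, and its adjusted p was 0.11 with array weights.

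**Figure D3:**
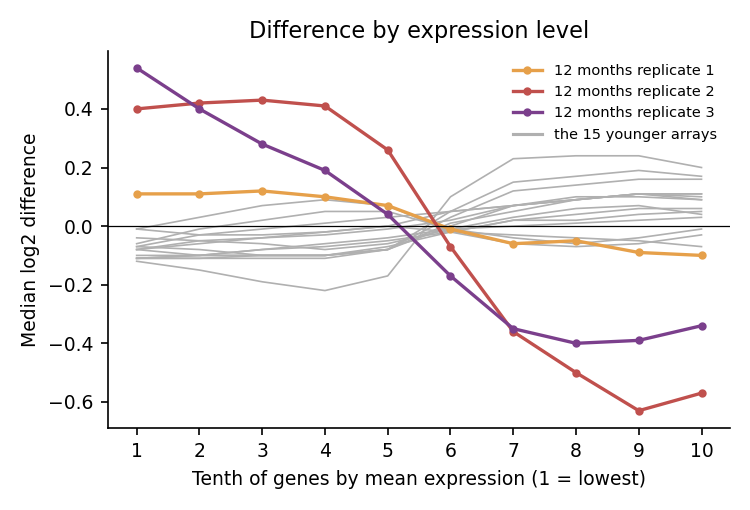
Median log2 difference of each array from the mean of the arrays of all other ages, in groups that each hold 10% of the genes, ordered by mean expression (1 is the lowest). The reference of a younger array thus holds the 12-month arrays. Each line is 1 array, the 3 arrays of 12 months are colored, and replicates 2 and 3 fall from 0.40 and 0.54 to -0.57 and -0.34.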

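At 12 months, 31 of 48 genes of interleukin and inflammatory signaling were higher and 3 lower (32 and 3 when adjusted over the list alone), with a median log2 difference of 0.32 and of 0.10 after cyclic loess normalization. All 3 arrays scored above the other 15 (exact permutation test, p = 0.0012, the smallest these arrays allow, adjusted p = 0.019), while camera, which weighs the list against other genes, gave an adjusted p of 0.7. Il6ra (probeset 10499655), on chromosome 3 from 89869324 to 89913196, was at 10.28 ± 0.17 (SD, n = 3), a difference of 1.19 (standard error 0.14, adjusted p = 4e-06). Il7r was 1.16 higher (standard error 0.15) and Jak2 fell by 0.95 (standard error 0.14). Il33 was 1.16 higher (adjusted p = 5.7e-05), with an adjusted p of 0.071 under array weights. Genes of ubiquitin ligation moved the other way. Of 36, 1 was higher and 32 lower (1 and 32 when adjusted over the list alone), with a median of -0.73 and of -0.41 after cyclic loess normalization. Uba3 fell by 1.93 (standard error 0.25, adjusted p = 1.1e-05). Markers of other cell types also changed. Of 24 immune cell genes, 19 were higher and 2 lower (19 and 2 when adjusted over the list alone), of 16 sebocyte genes 13 were higher and 2 lower, and of 18 endothelial genes 2 were higher and 11 lower. Laptm5 (probeset 10508663) was 1.65 higher (standard error 0.16, adjusted p = 5.6e-07) and Cd3e 1.56 higher (standard error 0.21).

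**Figure D4:**
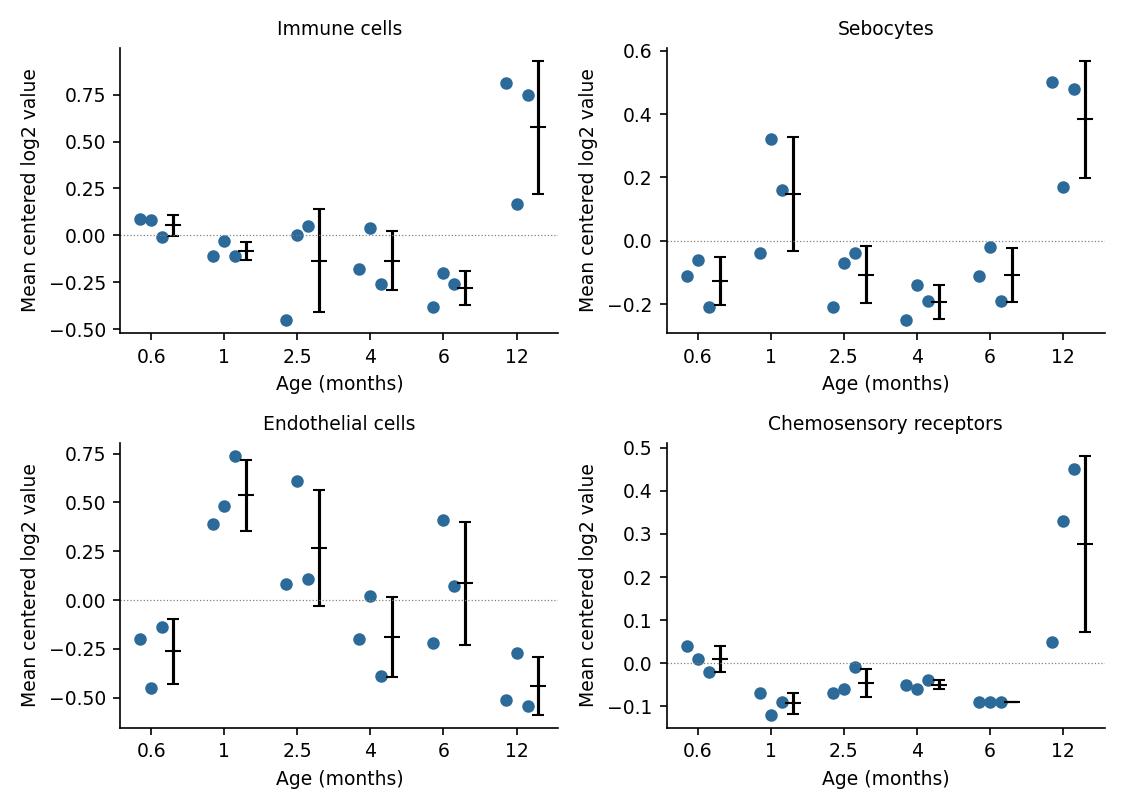
Mean centered log2 value of 4 gene lists on each array against age in months. Points are arrays, bars give the mean and SD of the 3 arrays of an age, and the immune cell scores at 12 months are 0.81, 0.17 and 0.75.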

The functions associated with the upregulated subsets include cell fate commitment, cell differentiation, organ development, cell adhesion, interleukin signaling, wound healing, and ubiquitinylation (Figure 2 and Figure S1, and Table S1). Many of these biological fingerprints have been described before in SSCs from aging mice (>18-month-old) [6], suggesting that the aging-like phenotype is acquired earlier than previously anticipated. The gene expression subsets that are downregulated during this period also suggest that the SSCs have reduced proliferation activity (Figure 2 and Figure S1, Table S1). 

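The cell cycle list did not fall at 12 months against the mean of the other ages. Of 49 genes, 7 were higher and 5 lower (4 and 4 when adjusted over the list alone), with a median log2 difference of -0.01 and of 0.03 after cyclic loess normalization. Mad2l1 fell by 1.25 (standard error 0.23, adjusted p = 1.9e-04). The scores of the 12-month arrays were 0.31, -0.36 and -0.02. Of 44 MYC targets, 5 were higher and 26 lower (5 and 26 when adjusted over the list alone), with a median of -0.35 and of -0.05 after cyclic loess normalization. Of 44 ribosome biogenesis genes, 5 were higher and 29 lower (5 and 29 when adjusted over the list alone), with a median of -0.35 and of -0.12 after cyclic loess normalization. Npm1 (probeset 10385043), on chromosome 11 from 33152498 to 33164142, had a log2 value of 9.00 ± 0.95 (SD, n = 3) and a difference of -1.49 (standard error 0.22, adjusted p = 3.2e-05). This standard error rests on the spread pooled over all ages, which for Npm1 is smaller than that of the 12-month arrays. Mrto4 rose by 1.21 (standard error 0.13). From the functions of its subsets, the paper proposes that the stem cells proliferate less at the late time-points. Because an earlier study described many of these functions in stem cells of aging mice, it also proposes that an aging-like state is reached earlier than had been anticipated.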

Other molecular features associated with each of the foregoing gene expression subsets are summarized in Figure 2 and Figure S1, Table S1.

### 3.3. Key SSC-Related Signaling Pathways are also Age-Sensitive

To further characterize the biological programs associated with the age-specific gene expression subsets identified in this study, we decided to utilize single-sample gene set enrichment analyses (ssGSEA) to monitor the age-dependent evolution of hallmark pathways and gene signatures directly associated with SSC function [10,23]. The time-course enrichment scores obtained in these analyses were then used to build signature correlation matrices using the *corrplot* algorithm (see Methods) (Figure 3A). With this strategy, we expected to obtain a dynamic view of the age-dependent coevolution of pathways intrinsically associated with SSC functions that could be overshadowed when using the unbiased functional annotation analyses (Figure 3A).

These analyses revealed the presence of 10 clusters of pathways whose expression is coregulated (Figure 3B,C) in the SSCs obtained from specific age time-points (Figure 3D). Cluster “i”, which encompasses signatures for E2F targets, G_2_/M checkpoint elements, and Hedgehog signaling (Figure 3B,C), is the only one showing a specific enrichment in the “very early” age time-point (Figure 3D). This cluster becomes downregulated in the “early” time-point (Figure 3D), thus corroborating the previous changes in the expression of proliferation-related genes that were seen in those two periods using functionally unbiased in silico approaches (Figure 2). These results also agree with the known role of the Hedgehog pathway in driving the activation of SSCs [3]. 

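The list of Hedgehog signaling had 5 of 14 genes higher and 0 lower at 0.6 months (6 and 0 when adjusted over the list alone). Its median log2 difference was 0.10 and its mean 0.26, so a few genes carry the rise. Gli1 (probeset 10373179), on chromosome 10 from 127329882 to 127341579, was at 10.28 ± 0.48 (SD, n = 3), a difference of 1.19 (standard error 0.14, adjusted p = 3.6e-05). Gli2 was 0.98 higher (standard error 0.10, adjusted p = 1e-05) and Ptch1 0.76 higher (standard error 0.14, adjusted p = 0.0018). The exact permutation test of the mean score gave p = 0.015 (adjusted p = 0.1), and fry an adjusted p of 0.0021, but camera with its estimated correlation did not call the list. The scores were 0.05, 0.34 and 0.26 on replicates 1, 2 and 3. Gli1, Gli2, Ptch1 and E2f8 passed under each alternative tried for them at 0.6 months. For the cell cycle list, ssGSEA gave a score difference of 0.128 (exact permutation test, p = 0.0061, adjusted p = 0.058).

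**Figure D5:**
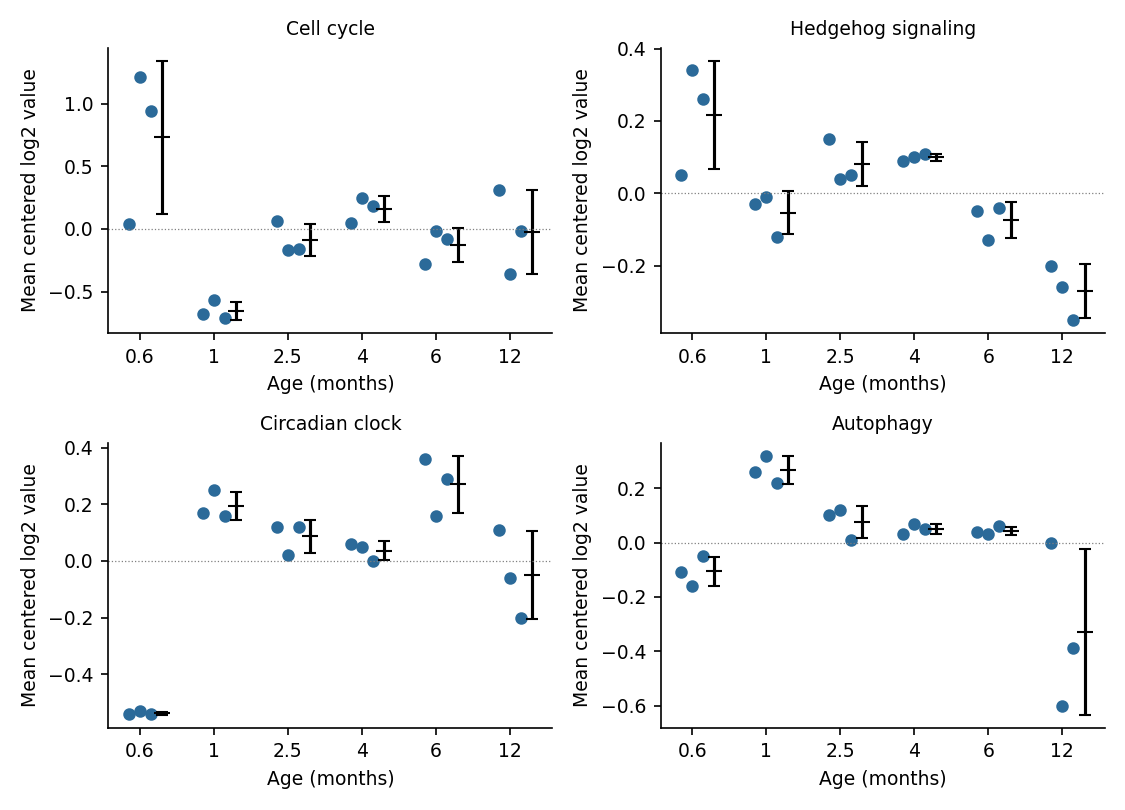
Mean centered log2 value of 4 gene lists on each array against age in months. Points are arrays, bars give the mean and SD of the 3 arrays of an age, and the cell cycle scores are 0.04, 1.21 and 0.94 at 0.6 months and -0.68, -0.57 and -0.71 at 1 month.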

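At 1 month, the cell cycle list had a score difference of -0.121 by ssGSEA (exact permutation test, p = 0.011, adjusted p = 0.076). Of 14 Hedgehog genes, 2 were higher and 3 lower (2 and 3 when adjusted over the list alone), with a median of -0.02. From 0.6 to 1 month, 0 were higher and 5 lower by limma (1 and 5 when adjusted over the list alone), with a median of -0.08. At 12 months, 1 was higher and 7 lower (1 and 7 when adjusted over the list alone), with a median of -0.27 and of -0.03 after cyclic loess normalization. Gli1 fell by 1.15 at 12 months (standard error 0.14, adjusted p = 6e-06). Foxm1, a factor of the G2/M program, fell by 1.14 at 1 month (standard error 0.23, adjusted p = 0.0035).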

Cluster “h”, which is composed of a variety of signaling (K-Ras, PI3K/Akt), Tp53, and fatty acid-related metabolic pathways (Figure 3B,C), becomes downmodulated and upregulated during the “very early” and “early” time-points of our study, respectively (Figure 3D). 

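Of 26 genes of the p53 pathway, 1 was higher and 2 lower at 0.6 months (1 and 2 when adjusted over the list alone), with a median log2 difference of -0.04. At 1 month, 10 were higher and 0 lower (11 and 0 when adjusted over the list alone), with a median of 0.12 and of 0.08 after cyclic loess normalization. The 3 arrays of 1 month scored above the other 15 (exact permutation test, p = 0.0012, adjusted p = 0.019), and camera gave an adjusted p of 0.7. Trp53inp1 was at 11.28 ± 0.10 (SD, n = 3), a difference of 0.42 (standard error 0.08, adjusted p = 0.0019). Ei24 was 0.58 higher (adjusted p = 0.0069), with an adjusted p of 0.051 without 1-month replicate 2. Of 30 apoptosis genes, 9 were higher and 0 lower at 1 month (12 and 1 when adjusted over the list alone), with a median of 0.18 and of 0.09 after cyclic loess normalization (adjusted p = 0.003 by fry and 0.7 by camera). K-Ras and PI3K/Akt signatures were not among the lists.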

We could not detect any cluster specifically upregulated in the “middle” time-points (Figure 3D). However, cluster “c” (which is mostly composed of cell differentiation-linked programs) is specifically downregulated in that period (Figure 3D). These analyses also revealed that the majority of coregulated functional clusters becomes enriched at the “late” age time-points (e.g., clusters “a” to “d”, Figure 3D). 

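For the keratinocyte differentiation list, the exact permutation test of the mean score gave p = 0.28 at 2.5 months (adjusted p = 0.61) and p = 0.0074 at 4 months (adjusted p = 0.063). The ssGSEA score fell by 0.046 at 4 months (exact permutation test, adjusted p = 0.067). By fry, the adjusted p was 0.24 at 2.5 months and 0.022 at 4 months, while camera with its estimated correlation called the list at neither age. At 2.5 months, Ly6d fell by 0.88 (adjusted p = 0.019) and Tgm3 by 0.77 (adjusted p = 0.027). Ly6d did not pass without replicate 1 (-0.61, adjusted p = 0.082) or replicate 3 (-0.97, adjusted p = 0.12) of this age, and Tgm3 did not pass without any of its 3 arrays (adjusted p = 0.23, 0.067 and 0.12).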

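Of 33 genes of Notch signaling, 16 were higher and 9 lower at 12 months (16 and 9 when adjusted over the list alone), with a median log2 difference of 0.19 and of 0.22 after cyclic loess normalization. The median was 0.08 without 12-month replicate 1 and 0.26 without replicate 3. The exact permutation test gave an adjusted p of 0.1 for the mean score and of 0.022 for ssGSEA, whose difference was 0.037. By fry, the adjusted p was 0.18, and by camera 0.93. Notch3 (probeset 10449775), on chromosome 17 from 32120820 to 32166896, was at 9.62 ± 0.27 (SD, n = 3), a difference of 1.09 (standard error 0.12, adjusted p = 2.7e-06). Dll1 was 1.04 higher (standard error 0.11, adjusted p = 1.6e-06), and Numb fell by 0.73 (standard error 0.09).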

The Notch pathway also belongs to this category (Figure 3D), although its signature does not show any statistically significant coregulated expression with any of other gene groups (data not shown). These coregulated pathways are associated with cytoskeletal and/or epithelial-mesenchymal transition responses (clusters “a” and “b”), inflammatory programs (cluster “b”), Wnt/β-catenin and TNFα signaling (cluster “b”), cell differentiation (cluster “c”), and metabolism (cluster “d”). These results match well the biological programs that were picked up when using the unbiased functional annotation methods (Figure 2), further reinforcing the idea that aging-associated SSC programs are activated well before the SSCs become dysfunctional in aging animals. 

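At 12 months, 21 of 39 TNF/NF-kB targets were higher and 1 lower (21 and 1 when adjusted over the list alone), with a median log2 difference of 0.26 and of 0.18 after cyclic loess normalization. All 3 arrays scored above the other 15 (adjusted p = 0.019 by the exact permutation test and 0.7 by camera). For the epithelial-mesenchymal transition (EMT), 18 of 36 genes were higher and 11 lower (18 and 11 when adjusted over the list alone), with a median of 0.23 (0.10 after cyclic loess normalization) but a mean of 0.01 and an adjusted p of 0.96 by fry. Of 51 genes of Wnt/β-catenin signaling, 19 were higher and 18 lower (20 and 18 when adjusted over the list alone). Their ssGSEA difference was 0.020 (adjusted p = 0.031 by the exact permutation test, against 0.86 by camera), while their mean score differed by -0.06. Wnt3 (probeset 10381738), on chromosome 11 from 103774175 to 103818021, was 1.52 higher (standard error 0.14, adjusted p = 3.1e-07). Sfrp1, which binds Wnt ligands, was at 10.84 ± 0.17 (SD, n = 3) and fell by 1.32 (standard error 0.07, adjusted p = 4.4e-09). Snai2 fell by 1.11 (standard error 0.11). Among metabolic lists, 1 of 23 genes of the TCA cycle was higher and 15 lower (1 and 15 when adjusted over the list alone), with a median of -0.42 and of -0.09 after cyclic loess normalization. Fatty acid metabolism had 3 genes higher and 17 lower (3 and 17 when adjusted over the list alone), with a median of -0.32 and of -0.05 after cyclic loess normalization.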

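At 0.6 months, 1 of 39 TNF/NF-kB targets was higher and 8 lower (1 and 10 when adjusted over the list alone), with a median log2 difference of -0.08 and an adjusted p of 0.0021 by fry and of 0.7 by camera. Of the Notch genes, 2 were higher and 3 lower (3 and 6 when adjusted over the list alone), with a median of -0.03. The only list with all 3 arrays of this age below the other 15 was that of the circadian clock, which the paper reports as rhythmic processes at a later age. Of 17 genes, 2 were higher and 12 lower (2 and 12 when adjusted over the list alone), with a median of -0.85 (exact permutation test, p = 0.0012, adjusted p = 0.019). The adjusted p by camera was 0.16. Dbp (probeset 10553092), on chromosome 7 from 45705100 to 45710203, was at 8.84 ± 0.28 (SD, n = 3), a difference of -1.83 (standard error 0.09, adjusted p = 6.1e-09). Per3 fell by 1.52 (standard error 0.09).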

Finally, we found clusters that become coordinately downregulated at the “very early” (clusters “b” and “h” and Notch, see above), “early” (cluster “i”, see above), “middle” (cluster “c”, see above), “very early” plus “late” (cluster “g”), “early late” (cluster “a”, see above), and “very late” (clusters “e” and “f”) time-points (Figure 3D). 

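At 12 months, 0 of 31 bulge stem cell markers were higher and 22 lower by limma (0 and 22 when adjusted over the list alone), with a median log2 difference of -0.64 and of -0.34 after cyclic loess normalization. All 3 arrays scored below the other 15 (exact permutation test, p = 0.0012, adjusted p = 0.019), and fry gave an adjusted p of 4e-06, but camera one of 0.7. Npnt (probeset 10502240), on chromosome 3 from 132881745 to 132950291, was at 9.28 ± 0.42 (SD, n = 3), a difference of -1.85 (standard error 0.12, adjusted p = 1.2e-08). Lgr5 fell by 1.10 (standard error 0.08, adjusted p = 4.1e-08) and Cd200 by 1.28 (standard error 0.14). Cd34, the marker of the sort, was at 12.01 ± 0.10 (SD, n = 3) and fell by 0.64 (standard error 0.07, adjusted p = 1.3e-06). Itga6 differed by -0.12 (adjusted p = 0.1), which became 0.21 after cyclic loess normalization (adjusted p = 0.0023) and -0.22 without 12-month replicate 1 (adjusted p = 8.7e-04). Krt15 fell by 0.28 (adjusted p = 0.0035), which became 0.01 after cyclic loess normalization (adjusted p = 0.92), and its adjusted p was 0.11 under array weights. At 1 month, 14 of the markers were higher and 1 lower (15 and 1 when adjusted over the list alone), with a median of 0.20 and of 0.06 after cyclic loess normalization.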

Cluster “e” contains SSC signatures associated with stemness and activation (Figure 3C). Cluster “f” encompasses signatures related to proliferation, signaling, and metabolic programs (Figure 3C). 

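For protein folding, 0 of 35 genes were higher and 31 lower at 12 months by limma (0 and 31 when adjusted over the list alone), with a median log2 difference of -0.56 and of -0.27 after cyclic loess normalization. All 3 arrays scored below the other 15 (adjusted p = 0.019 by the exact permutation test and 0.7 by camera). The unfolded protein response had 3 of 35 genes higher and 20 lower (3 and 20 when adjusted over the list alone), with a median of -0.23 and of 0.00 after cyclic loess normalization. Sterol biosynthesis had 5 of 20 higher and 2 lower (5 and 2 when adjusted over the list alone).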

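Of 28 genes of TGFβ signaling, 6 were higher and 3 lower at 0.6 months (7 and 5 when adjusted over the list alone), with a median log2 difference of -0.03. At 12 months, 4 were higher and 16 lower (4 and 16 when adjusted over the list alone), with a median of -0.34 and of -0.07 after cyclic loess normalization. All 3 arrays of 12 months scored below the other 15 (exact permutation test, p = 0.0012, adjusted p = 0.019), while the ssGSEA difference was 0.000 (adjusted p = 0.96) and the adjusted p by camera 0.7. Tgfbr1 (probeset 10504817), on chromosome 4 from 47353222 to 47414926, was at 7.61 ± 0.52 (SD, n = 3), a difference of -1.25 (standard error 0.13, adjusted p = 1e-06). Id2 fell by 1.08 (standard error 0.11) and Ccn2 by 1.02 (standard error 0.12).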

Cluster “g” harbors gene signatures connected to TGFβ signaling and SSC quiescence (Figure 3C). It is also worth noting that we found gene signatures that show coregulation without undergoing differential expression such as, for example, those included in cluster “j” (which contains signatures associated with a number of metabolic programs, apical surface polarity, and interleukin2-Stat5 signaling) (Figure 3C,D).

In terms of expression behavior, the coregulated functional clusters can be classified in three main categories (Figure 3D): (i) clusters displaying single and homogeneous changes in expression (upregulation or downregulation) in specific age time-points (e.g., clusters “d, “e”, “f”). (ii) Clusters with antagonistic behavior (repression and upregulation) depending on the time-point selected (e.g., clusters “a”, “b”, “c”, “h”, and “i”, Notch). (iii) Clusters with homogeneous changes in expression in different time-points (e.g., cluster “g”). Taken together, these results further support the idea that the transcriptional program of SSCs varies significantly along the life of mice. They also indicate that aging-like programs are switched on well before the SSC dysfunctions become apparent in these animals.

### 3.4. Identification of Age-Dependent Transcriptional Hubs in SSCs

We next implemented a series of in silico approaches to identify genes that, given their high transcriptional interconnectivity with the rest of dynamic transcripts identified in our study, could be potentially involved in the age-dependent regulation of the SSC transcriptome. This idea stemmed from previous observations indicating that the most interconnected nodes (hubs) within specific signaling and transcriptomal networks usually play relevant roles in the orchestration of such biological programs [28,29]. To this end, we performed weighted correlation network analyses to calculate both the adjacency and the intramodular connectivity of all the genes that belong to the age-dependent gene expression subsets previously identified in this study (Figure 2 and Figure 4A, Table S2). Such parameters are highly related to the eigengene-based cluster membership score of each transcript (Figure 4B). 

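Of the 6900 entries in Table S2, 6862 were matched to a probeset, and their connectivity was recomputed within each of the 14 subsets as the sum of the absolute correlations with the other genes, raised to the power of 6. It was compared, across genes, with the correlation of each gene with the first principal component of its subset, raised to the same power. The Pearson r ranged from 0.367 to 0.994 over the subsets, with a median of 0.909. The recomputed connectivity and that printed in Table S2 had Spearman correlations of 0.736 to 0.988, with a median of 0.957. Genes are not independent replicates, so no p is given. Both measures are built from the same 18 arrays and the same correlations.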

To further increase the stringency of these analyses, we defined as hubs only the 10% of the top-connected nodes found in each age period-specific expression pattern (Figure 4B and Table S2). 

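Taking the top 10% of each subset by recomputed connectivity gave 693 of the 6862 matched genes. By the connectivity printed in Table S2, the top 10% held 698 of the 6900 entries, and 551 genes were in both. The overlap differed by subset, from 1 of 17 recomputed genes in #1.5 to 50 of 55 in #−2. The recomputed values rest on 1 probeset per gene, the one with the highest mean, while Table S2 names genes only.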

As a proof of principle of the validity of this approach, we found that the small hub gene collection derived from this analysis (1087 genes) shares functional overlap with the biological programs identified using the whole gene signature analyses (compare Figure 2 and Figure 4C). In particular, these hubs recapitulate the proliferative and non-proliferative status of SSCs that were found before during the “very early” and “early” time-points, respectively (Figure 4C). They also display the cell aging and inflammatory features previously seen in SSCs from the “late” age periods (Figure 4C). These hub-based analyses also picked up functions that had been overlooked by the previous functional annotation approaches such as, for example, the regulation of vesicle organization and RNA splicing at some age periods (Figure 4C). 

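Of 53 measured genes of RNA splicing, 1 was higher and 43 lower at 12 months (2 and 44 when adjusted over the list alone), with a median log2 difference of -0.58 and of -0.26 after cyclic loess normalization. All 3 arrays scored below the other 15 (exact permutation test, p = 0.0012, adjusted p = 0.019), and the adjusted p by camera was 0.7. Hnrnpa2b1 (probeset 10544720), on chromosome 6 from 51460434 to 51470048, was at 8.80 ± 0.36 (SD, n = 3), a difference of -1.58 (standard error 0.10, adjusted p = 1.3e-08). Sf3a3 fell by 1.24 (standard error 0.13, adjusted p = 1.4e-06).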

As a negative control, randomly picked genes accounting for 10% of each age time-point-specific gene signature cannot identify any of those functions (data not shown). To further validate the relevance in these hubs in epidermal stem cell context, we compared our data with those from previous studies that have described key factors associated with SSC homeostasis and ageing [6,9,10]. These analyses revealed that 34.8% (378 genes) of the genes present in our hub collection had been previously associated with SSC homeostasis (Figure 4D,E). As control, sets of 1087 randomly chosen genes show a much lower overlap (8.6% of genes) in the same analysis (Figure 4F).

### 3.5. Identification of Transcriptional Factors Potentially Involved in the SSC Transcriptome

Finally, we focused on the identification of transcriptional factors potentially involved in the age-dependent changes observed in the transcriptional programs of SSCs. To this end, we followed a two-pronged in silico approach: (i) the identification of the transcriptional factors that behave as hubs according to our previous bioinformatics analyses (Figure 4D and Table S2). (ii) The identification of transcriptional factors whose binding sites are enriched in the promoter regions of the SSC gene hubs using the iRegulon software [24] (see Methods). 

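Fig. 5A names 70 transcription factors, of which 61 are on the array with 1 gene symbol. Hmgb1 is listed at both the middle and the late time-points. The study picked them on the same arrays, so these counts are not independent evidence. At 0.6 months, the 8 measured factors listed as upregulated were all higher. Rest (probeset 10522712), on chromosome 5 from 77265494 to 77286432, was at 10.28 ± 0.05 (SD, n = 3), a difference of 0.77 (standard error 0.08, adjusted p = 1.5e-05), and Hoxa3 differed by 0.48 (standard error 0.09, adjusted p = 0.0026). Of 6 listed as downregulated, 0 passed by limma, although all 6 were lower, with log2 differences of -0.20 to -0.43 and a median of -0.30. At 1 month, 5 of 5 listed as upregulated were higher and 2 of 2 listed as downregulated lower. Among these, E2f8 fell by 1.00 (standard error 0.18, adjusted p = 0.002), and Zfp51 rose by 0.70 (adjusted p = 0.0066) but did not pass without 1-month replicate 2 (0.64, adjusted p = 0.068).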

The former approach identified a number of mRNAs encoding transcriptional factors that are specifically regulated in each of the age time-points used in our study (Figure 5A). 

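For the middle time-points, 0 of 2 factors listed as upregulated and 0 of 7 listed as downregulated passed by limma at 2.5 or at 4 months. Of all probesets, limma called only 0.323% and 2.21% at these ages. The median log2 differences at 2.5 and 4 months were 0.22 and -0.01 for the factors listed as upregulated. For those listed as downregulated they were 0.12 and -0.29. Hoxc13 differed by -0.32 at 4 months (standard error 0.12, adjusted p = 0.18), and by -0.55 without the 12-month arrays (adjusted p = 0.011). For the late time-points, 12 of 19 listed as upregulated were higher at 12 months, 6 were lower and 1 did not pass. At 6 months 5 were higher, Arid5b, Bcl6, Zfp971 (Etohi1 in the paper), Tead1 and Zfp738, and these are among those lower at 12 months. At 6 months, Arid5b, Zfp971 and Zfp738 did not pass without any 1 of the 3 arrays of that age, and Zfp971 did not pass in 12 of 26 settings. Sox15 (probeset 10377588), on chromosome 11 from 69655037 to 69656727, was at 8.60 ± 0.18 (SD, n = 3) at 12 months. Its difference was 0.94 (standard error 0.07, adjusted p = 7.6e-08), from a mean of 7.66 at the other ages. Pou4f3 rose by 1.01 (standard error 0.13) from 5.38. Esrrb and Ptf1a, which also rose, were dim too, at 5.30 and 5.62 at the other ages. Dim probesets rose in general on the 12-month arrays, by a median of 0.32 for the receptors of smell and taste. The rises of dim factors may thus partly be those of dim probesets, which was not tested. Pou4f3 passed in each of the 24 settings tried for it, with rises of 0.73 to 1.21. Bcl6 was 0.45 higher at 6 months (standard error 0.07, adjusted p = 0.0033). It fell by 0.30 at 12 months (adjusted p = 0.001), which became 0.03 after cyclic loess normalization (adjusted p = 0.69), and its adjusted p was 0.16 under array weights. Tead1 differed by -0.25 at 12 months (adjusted p = 0.0082), which became 0.08 after cyclic loess normalization (adjusted p = 0.19), and its adjusted p was 0.17 under array weights and 0.076 without 12-month replicate 2. All 13 measured factors listed as downregulated were lower at 12 months. At 6 months, 1 of them was higher, 0 were lower by limma and 12 did not pass, with a median log2 difference of 0.20. The higher one was Zfp948 (0.50, standard error 0.11, adjusted p = 0.024).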

The larger subsets of this functional category are associated with the “very early” and “late” stages, the time intervals that exhibit the largest variations in the number of differentially expressed genes according to our prior analyses (Figure 1F).

This analysis also revealed a high percentage of transcriptional factors belonging to the zinc finger protein (Zfp) family that are present in most hub subsets and age periods (Figure 5A). 

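Genes with a symbol beginning with Zfp made up 20 of the 693 genes in the top 10% of the subsets by recomputed connectivity (2.89%) and 137 of the 6862 matched genes. They occurred in the top 10% of 6 of the 14 subsets. By the connectivity printed in Table S2, they were 26 of 698 (3.72%) and in 7 subsets, against 1.99% of all entries. The paper's percentage is that among the transcription factors found as hubs, so these shares of all genes are another measure. Zfp948 (probeset 10442224), on chromosome 17 from 21565816 to 21589324, was at 7.89 ± 0.39 (SD, n = 3) at 12 months, a difference of -1.82 (standard error 0.11, adjusted p = 9.8e-09).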

The function of most of these proteins is largely unknown. Additionally, with the exception of some specific hubs (E2F, Ets, and Sox family members) (Figure 5A,B), we could not find any significant enrichment of the binding sites of all those transcriptional factors in the promoter regions of the rest of hubs identified in our analyses. However, it is worth noting that, due to their poor functional characterization, the information on 66% of all those factors is not contained in the datasets commonly used for the in silico identification of transcriptional factor DNA binding sites.

The second in silico approach did find the statistically significant enrichment of DNA binding sites for specific subsets of transcription factors in the promoter regions of the age-regulated gene hubs (Figure 5B). In the case of the signatures specifically expressed in the “very early” time-points, we found an enrichment in binding sites for members of the Ets family, Zbtb33, Thoc2, NFATc1, and E2F1 (Figure 5B). Many of these factors have been previously linked to either proliferation (Ets, E2F) or stem cell self-renewal [30,31,32,33]. Interestingly, the binding sites for some of those factors also become apparent in other experimental time-points. For example, the enrichment for Zbtb33 and E2F family DNA binding sites is also observed in the promoters of hubs that show changes in expression in the “early” age points (Figure 5B). This can be connected with the transcriptional repression seen at the “early” time-point according to all our previous in silico analyses (Figure 2, Figure 3C,D, and Figure 4C). The enrichment of Ets DNA binding sites is also seen in the case of the promoters of “late” period hubs (Figure 5B), an observation that could be also associated with the downmodulation of proliferation-related programs that was detected in this period with our independent in silico analyses (Figure 2 and Figure 3C,D).

In addition to E2F and Zbtb33, the promoter regions of the hubs specific for the “early” experimental phase harbor DNA binding sites the polycomb protein E4F1 and GATA family factors (Figure 5B). Remarkably, E4F1 plays key roles in skin stem cell maintenance probably in connection with the Bmi1-Arf-Tp53 pathway [34]. This finding is also consistent with the presence of Tp53 pathway-associated gene signatures in the cluster “h” of coregulated genes found in this period (Figure 3C,D). The role of GATA proteins in epidermal stem cells is less characterized, although one member of this family, GATA3, has been involved in cell lineage determination in the skin in association with Let1 and Wnt proteins [35]. Different types of DNA binding sites for GATA proteins are also observed in all the subsequent age periods analyzed in our work (Figure 5B). The hubs with changes of expression in the “middle” age period are enriched in binding sites for GATA and other poorly characterized factors in the context of stem cell biology such as Hox, Zic, Nkx, and Irx family proteins.

The promoter regions of the “late” period hubs are enriched in DNA binding motifs for E2F, ETS, GATA, the Wnt/β-catenin effectors (TCF/Myc), and Sox family proteins (Figure 5A,B). These data are consistent with the downregulation of proliferation-related genes (E2F, ETS) (Figure 2 and Figure 3C,D), the acquisition of more differentiated and aging features (GATA, Sox, Wnt) [35,36,37,38] (Figure 4C), and the upregulation of Wnt/β-catenin gene signatures observed in our previous in silico analyses (Figure 3C,D; cluster “b”). However, given that the Myc gene signatures are downmodulated in this period (Figure 3C,D; cluster “f”), it is likely that the Wnt target genes could be regulated by either TCF proteins or other transcriptional factors working downstream of Wnt.

## 4. Discussion

The characterization of the gene expression fluctuations along step-wise experimental time-points requires the combination of multiple in silico strategies in order to unwrap the variety of expression patterns involved, the biological programs modulated in each of them, and the potential core elements involved in the regulation of such time-dependent patterns. In this work, we have utilized this type of multidimensional bioinformatics strategy to determine the age-dependent transcriptomal changes in CD34^+^ Itgα6^+^ SSCs. Our results indicate that the transcriptome of these cells is, in fact, highly dynamic along the age points interrogated. As a reference, our analyses have shown that approximately one third of the SSC transcriptome is highly dependent on that parameter. The dynamic gene subset of this transcriptome is also highly complex when considering the expression patterns exhibited by the differentially expressed genes, the number of genes involved in each of those dynamic subsets, and the type of biological functions linked to each of them. In line with this, our soft-clustering analyses have revealed that the age-dependent transcriptome of these cells can be subdivided into 14 different subsets according to their specific pattern of expression during the time periods analyzed. Further adding to this complexity, we found subsets that are age period-specific (e.g., subsets #1, #1.2, #2, #6, and #−6) (Figure 2) whereas others display two or more differential expression peaks during the entire time period interrogated (e.g., the bimodal subsets #1.5, #2.3.5, #3.5, #5.3, #−4.2, #−4.6) (Figure 2). These latter gene subsets are also quite variable depending on the relative number of genes involved in each expression peak (e.g., compare subsets #2.3.5 and #3.5 in Figure 2). This high level of variegation is probably due to the presence of multiple genes and biological functions that are identified using this unbiased approach, given that the level of complexity decreases significantly when analyses are performed using gene signature collections selected according to well-defined biological and signaling criteria (Figure 3D).

From a biological point of view, our analyses indicate that each of those differentially expressed gene subsets can be correlated with specific biological programs. In this context, we found that the “very early” and the “late” time-points selected in our experimental approach are the most homogenous from a functional point of view. Thus, the “very early” time-point gene signature share many molecular features that correlate with increased cell proliferation rates. By contrast, the “late” time-point exhibits molecular fingerprints associated with reduced stem cellness, increased cell differentiation, and aging. These data are interesting because they suggest that the transcriptomal features typical of “aging” SSCs arise much earlier than previously anticipated and, in fact, even earlier than the functional deterioration that is only observed in SSCs six months later in mice [6]. The “early” time-point also shows functional features consistent with the cessation of the proliferative status previously seen in the “very early” stage. However, the gene subsets observed in the “middle” time-points the are more heterogeneous as they include a variety of disparate metabolic, cell differentiation, and signaling pathways. This age interval is also characterized by reduced numbers of dynamic genes when compared to the rest of time-points included in our analyses.

It is worth noting that the age-dependent biological programs found in the foregoing analyses are also detected when the microarray data are processed using independent, pathway-centered coexpression analyses. Furthermore, these latter in silico studies have unveiled additional functional features of those programs. For example, we saw that the proliferative condition found at the “very early” time-point also correlates with elevated levels of Hedgehog- and E2F-linked gene signatures as well as with reductions in the expression levels of genes associated with TGFβ and Notch1 signaling (Figure 3C,D). By contrast, the differentiated and aging features of the SSCs detected in the “late” time-point go in parallel with the elevation of cell adhesion-, apoptosis-, TNFα-, Wnt-, Notch1-, proliferation-, and inflammation-related gene signatures (Figure 3C,D). Importantly, our experiments were designed to interrogate the “coding” transcriptome using the Affymetrix microarray platform. It is likely that the application of RNA sequencing techniques could provide further functional insights on the age-dependent changes in the transcriptome and functions of SSCs such as, for example, alterations in noncoding RNAs or in patterns of splicing of specific mRNAs.

It is likely that the transcriptomal programs characterized using genome-wide expression analyses contain multiple bystanders that play no relevant processes in SSC biology. Separating the wheat from the chaff in these transcriptomal programs would be difficult unless functional screenings are conducted. However, one avenue to tackle this issue in silico is to carry out weighted correlation network analyses to identify transcriptional hubs in the expression networks characterized. Using this approach, we reduced the initial collection of 11,123 differentially expressed genes to a much smaller subset of 1087 genes that can be considered as hubs in this age-dynamic transcriptomal process (9.8% of the total dynamic transcriptome). This collection could be further decreased if needed just by increasing the statistical and a priori identification criteria used in these correlation network analyses. Several lines of evidence suggest that this method provides a good picture of the potentially relevant genes involved in each of the dynamic gene subsets. Those include (i) the observation that the gene hub collection recapitulates well the age-dependent fluctuations of the biological processes found upon the functional annotation of the whole dynamic SSC transcriptome. (ii) That a significant fraction (34.8%) of the identified gene hubs has been previously linked to SSC-related processes [6,9,10]. It would be interesting to characterize in the near future the functional relevance of the remaining 65.2% gene hubs that, up to date, have not been characterized as yet in the context of SSC biology.

Another issue bound to this type of study is the identification of the master regulators of the transcriptomal changes observed. Prima facie, it could be argued that the upstream transcriptional factors in charge of such process had to behave as transcriptional hubs themselves (unless their regulation takes place at the posttranscriptional level). Consistent with this view, we detected a significant number of transcriptional factors in our age-regulated gene hubs (Figure 5A). Unfortunately, most of those proteins are poorly characterized as yet and, therefore, are not well represented in the datasets commonly used to identify enriched DNA binding sites in the promoter regions of differentially expressed genes. As a result, we could not validate those data using this type of independent analyses. A way to circumvent this problem is just focusing on the in silico identification of transcriptional factors whose DNA binding motifs are enriched in the promoter regions of the age-regulated gene subsets. Using this approach, we did find a number of transcriptional factors that can be potentially involved in the age-dependent regulation of the SSC transcriptome (Figure 5B). The detection of some of these transcriptional factors is consistent with some of the age-dependent programs and SSC biology described in this work and previous studies, respectively. However, we have also identified some transcription factors that had not been connected to SSC functions as yet. It would be important to carry out wet-lab analyses to establish whether such factors do contribute to either the homeostasis or the aging of SSCs. 

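The mRNA levels of Zbtb33, Thoc2, Nfatc1, E2f1, E4f1 and Gata3 were tested over the 6 ages with the F-test of limma. Zbtb33 had an adjusted p of 7.6e-04, Thoc2 of 3.9e-05, E2f1 of 0.012 and Gata3 of 1.9e-04. Nfatc1 (adjusted p = 0.082) and E4f1 (adjusted p = 0.6) did not pass. The same test called 63.5% of all 21640 probesets tested, so passing it does not set a factor apart. Members of the families that the paper names, such as Ets, Hox, Zic and Sox, are not covered here. At 12 months, Thoc2 fell by 1.41 against the mean of the other ages (standard error 0.15, adjusted p = 1.2e-06) and Zbtb33 by 0.80 (standard error 0.14, adjusted p = 1.8e-04), and Gata3 was at 12.07 ± 0.16 (SD, n = 3), a difference of 0.55 (standard error 0.07, adjusted p = 1.1e-05). At 0.6 months, E2f1 was 0.56 higher (adjusted p = 0.011), with an adjusted p of 0.11 without 0.6-month replicate 2. After cyclic loess normalization, Nfatc1 rose by 0.26 at 12 months (adjusted p = 0.023) and E4f1 by 0.18 (adjusted p = 0.049), against -0.07 for each before.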

Interestingly, we could not find consistent age-dependent variations in the mRNA levels of most of these transcriptional factors (data not shown). This suggests that their stimulation takes place at either the translational or posttranslational levels.

Given that the main focus of this study was the characterization of the age-dependent evolution of the SSC transcriptome under normal homeostatic conditions, we have not characterized the transcriptome of those cells in aging mice. Up to now, this issue has been addressed by a study that utilized SSCs from fully aged (18-month-old) mice [6]. As indicated above, our study indicates, however, that the molecular features of those aging SSCs are already seen in earlier age periods. An issue that remains to be studied in the stem cell field is whether such “aging” features become further aggravated in much older mice (due to changes in gene expression levels or to engagement of new, aging-associated gene expression programs). This issue can be readily analyzed using the in silico tools described in the present work once the samples for such age periods become available. The same applies for the monitoring of gene expression changes that take place during the development of skin diseases such as, for example, cancer or psoriasis.

It is important to bear in mind that the age-dependent transcriptomal changes observed in this study do not necessarily have to be mediated by some internal clock of the SSCs. Indeed, some of these changes can be elicited by either paracrine or cell-to-cell signals from the niche. As a token, the upregulation of gene signatures associated with the activation of the Jak-Stat signaling pathway detected in aging SSCs is known to be engaged by cytokines released from the surrounding tissue [6]. It is likely therefore that the age-dependent fluctuations in gene expression seen in this work could be result of the combination of both intrinsic and extrinsic signals that regulate SSC biology.

In addition to providing a large angular view of the age-dependent evolution of the SSC transcriptome, this work has described a computational pipeline that can be easily implemented to characterize, integrate, and extract functional information from the dynamic changes in transcriptomes linked to multiple biological time-points and/or experimental conditions.

## Figures and Tables

**Figure 1:**
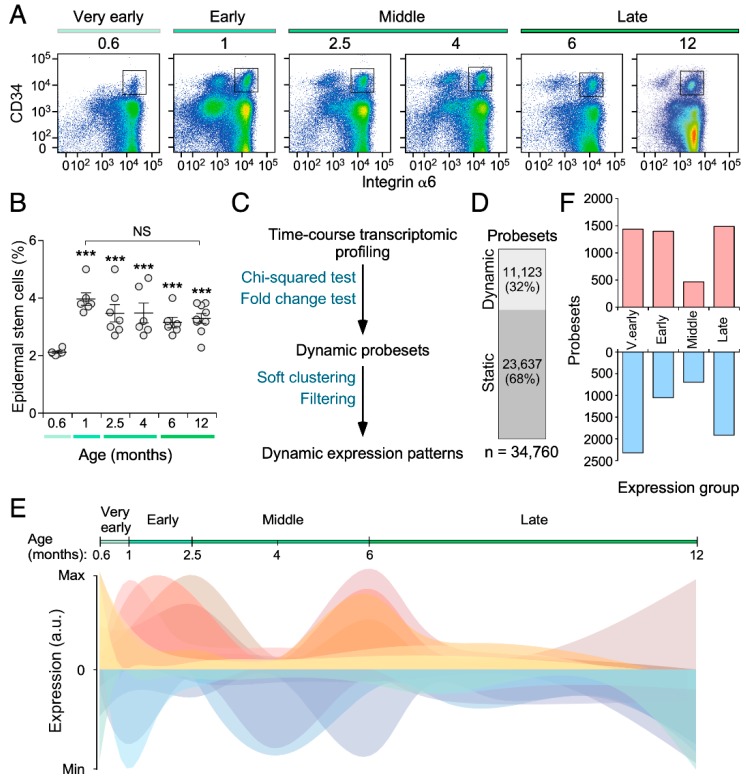
The transcriptome of skin stem cells fluctuates in an age-dependent manner. (**A**) Representative flow cytometry scatter plots showing the different epidermal populations according to CD34 and integrin α6 expression at the indicated age points (top). The classification in “very early” (18-day-old), “early” (30-day-old), “middle” (2.5- to 4-month-old), and “late” (6- to 12-month-old) populations is also indicated (top). The gate used for the isolation of basal bulge epidermal stem cell population is depicted with a square. (**B**) Quantitation of the abundance of the CD34^+^ Itgα6^+^ SSC pools in the skin of mice at the indicated ages. ***, *p* < 0.001; NS, not statistically significant (ANOVA and Dunnett’s tests, *n* = 6 (18-day-old mice), 6 (30-day-old mice), 7 (2.5-month-old mice), 6 (4-month-old mice), 6 (6-month-old mice), 9 (12-month-old mice). The correlation with the age intervals (“very early”, “early”, “middle”, “late”) is indicated with colored bars as in (A) (bottom). Data represent the mean ± SEM. (**C**) Scheme representing the bioinformatic pipeline followed to identify dynamic expression patterns of CD34^+^ Itgα6^+^ SSCs. (**D**) Distribution of the 34,760 probesets of the Affymetrix Mouse Gene 1.0 ST array between the dynamic and static groups. (**E**) Graphical representation of the time-dependent fluctuation of the 14 nonredundant expression patterns of SSCs described in the main text. (**F**) Number of dynamic probesets found in the “very early” (V. early), “early”, “middle”, and “late” age time-points. Bar color indicates positively (red) and negatively (blue) expression enrichment of probesets against the baseline.

**Figure 2:**
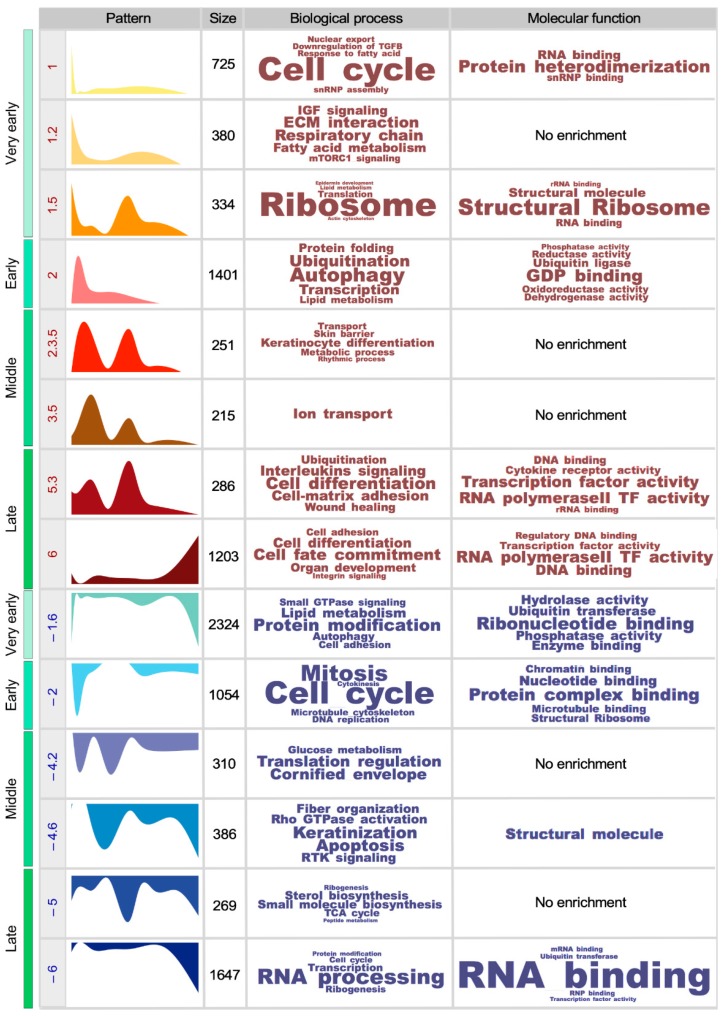
Time-driven expression patterns in mouse SSCs. Scheme showing the 14 nonredundant dynamic expression patterns found in this study. The table includes from left to right: (i) the experimental time-point (very early, early, middle, late) in which the indicated gene expression pattern is detected. (ii) The peak position (1 = 18-day-old, 2 = 30-day-old, 3 = 2.5-month-old, 4 = 4-month-old, 5 = 6-month-old, 6 = 12-month-old). (iii) The graphic representation of the indicated gene expression cluster. (iv) The number of probesets associated with the indicated gene clusters. (v) The top-enriched biological processes (with term size proportional to the −Log(*P*) obtained for each of them). (vi) The top-enriched molecular functions (with term size proportional to the −Log(*P*) obtained for each of them).

**Figure 3:**
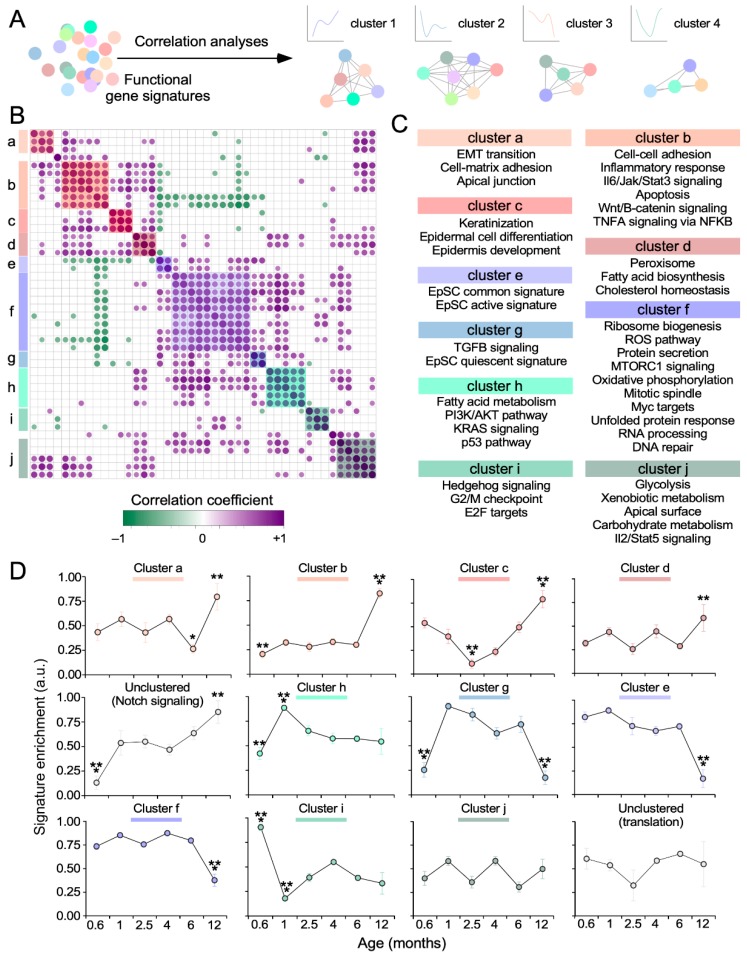
Key SSC-linked signaling pathways are age-sensitive. (**A**) Scheme representing how highly coexpressed pathways are assigned to specific coexpression clusters. Correlation matrix (**B**) and functional clusters (**C**) obtained with the in silico strategy indicated in (A). Only correlations with *p* values below the significance threshold of 0.05 were considered. Positive and negative correlations are shown in purple and green, respectively. Dot size and color reflects the magnitude of the Pearson correlation coefficient (*r*). Coexpression clusters are shaded in color (B,C). (**D**) Plots showing the enrichment pattern across time of the different pathway clusters identified in panel B. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001 (Mann–Whitney test). Data represent the mean ± SEM.

**Figure 4:**
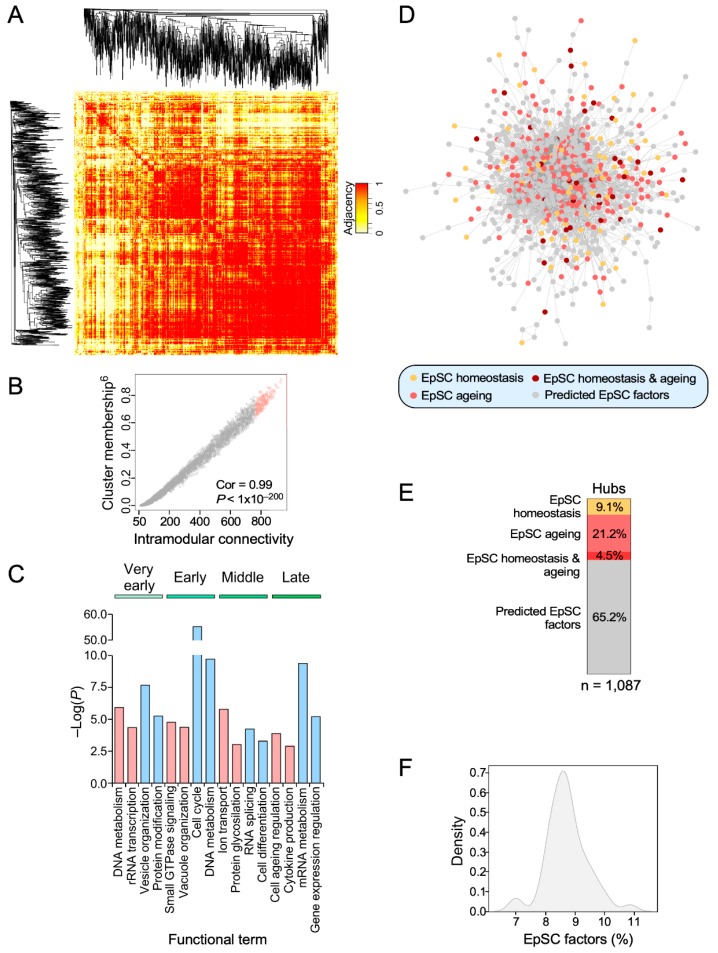
Identification of age-dependent mRNA-based hubs in SSCs. (**A**) Representative example of the adjacency heatmaps computed for each expression pattern using the WGCNA R package. Red areas indicate the presence of probesets that are highly correlated transcriptionally. Probeset clustering according to adjacency is depicted on the sides of the heatmap. (**B**) Representative example of a scatter plot showing the direct relationship between the cluster membership and the intramodular connectivity scores among the probesets within each expression pattern. The Pearson correlation coefficient with the corresponding *p* value is indicated. Identified hubs are highlighted in color. (**C**) Main functional terms derived from the gene ontology analysis of the identified hub genes for each expression pattern. Positive (“+”) and negative (“−”) enrichments against baseline are indicated. (**D**) Association network of the hubs identified in this study. Hubs that have not been previously associated with SSC homeostasis and/or ageing are indicated in gray color. (**E**) Percentage of the hubs identified in this study that have been associated with SSC homeostasis and/or ageing. Color coding is the same as in (**D**). (**F**) Density plot showing the percentage of genes associated to SSC homeostasis and/or ageing that are contained in random sets of 1087 genes (*n* = 50).

**Figure 5:**
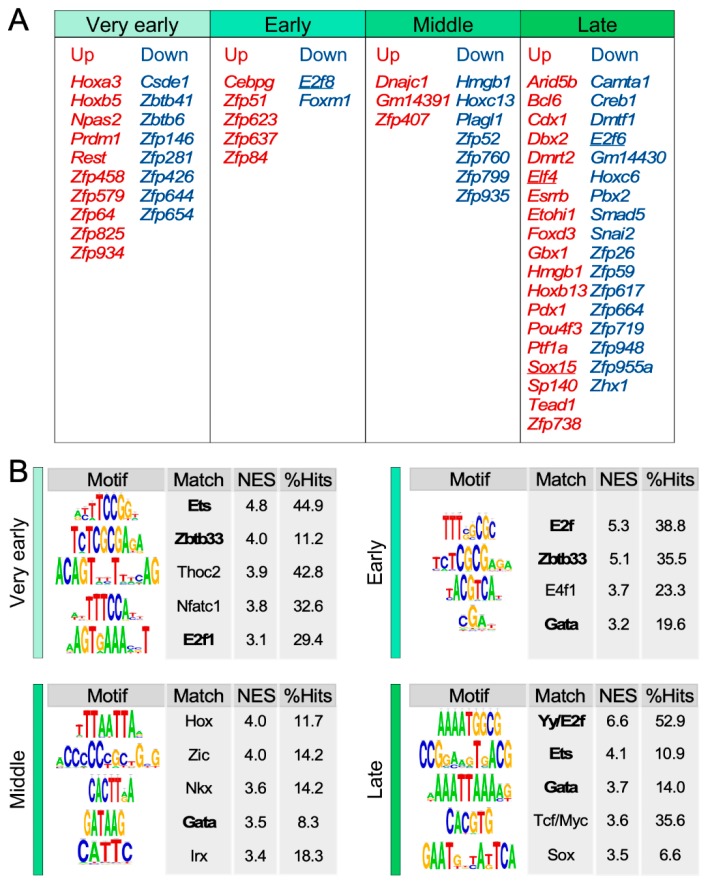
The dynamic expression patterns of SSCs are enriched in binding sites for specific transcription factors. (**A**) Up- (red) and downregulated (blue) transcriptional factors identified as hubs in the indicated experimental age intervals. Transcriptional factors also detected in the analyses shown in (**B**) are underlined. (**B**) Enriched transcription factor binding sites in the promoters of the hubs associated with each time-point gene expression program. The sequence logos, normalized enrichment score (NES), and the percentage of hits among the hubs are indicated. Transcriptional factors found in several age-points are depicted in bold.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/1/165/s1. Supplementary Figure S1. Time-driven expression patterns in mouse SSCs. Combined gene ontology analyses of very early, early, middle, and late expression patterns shown in Figure 2. Bar orientation indicates positive (up) and negative (down) enrichment against baseline. Table S1. Age-regulated subsets of the transcriptome of SSCs. The peak position (1 = 18-day-old, 2 = 30-day-old, 3 = 2.5-month-old, 4 = 4-month-old, 5 = 6-month-old, 6 = 12-month-old), probeset, and gene symbol are indicated. Table S2. Intramodular connectivity of the epidermal stem cell dynamic expression patterns. The peak position (1 = 18-day-old, 2 = 30-day-old, 3 = 2.5-month-old, 4 = 4-month-old, 5 = 6-month-old, 6 = 12-month-old), the gene symbol, and the intramodular connectivity score are indicated.

# Supplementary material for: In Silico Analysis of the Age-Dependent Evolution of the Transcriptome of Mouse Skin Stem Cells
**Source:** Cells. 2020 Jan 9;9(1):165. doi: 10.3390/cells9010165
**Supplement:** Supplementary file 1

Supplemental Information for

**In silico analysis of the age-dependent evolution of the
transcriptome of mouse skin stem cells**

by

L. Francisco Lorenzo-Martín and Xosé R. Bustelo*

This PDF file includes:

(1) Supplemental Figure S1 and legend (pages 2)

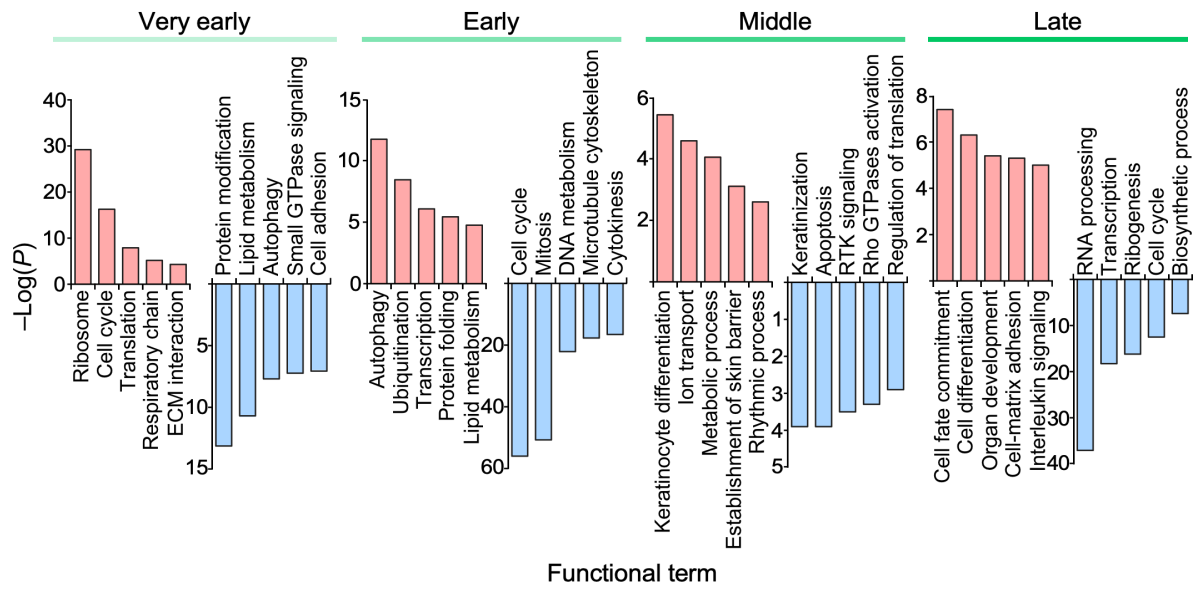

Figure S1. Time-driven expression patterns in mouse SSCs. Gene ontology analyses of the indicated gene expression patterns (top) derived from the analyses shown in **Figure 2**. Bar orientation indicates positive (up) and negative (down) enrichment against baseline.

How the deposited data were processed for this re-analysis (not part of the article)

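The deposited value table was read as the authors deposited it, with 34760 probesets on 18 Affymetrix Mouse Gene 1.0 ST arrays. Each of the 6 ages, from 0.6 to 12 months, has 3 arrays of CD34+ Itgα6+ cells sorted from the back skin of male C57BL/6J mice. The authors made the values with RMA in R 3.3.1, and they are on the log2 scale. No further normalization was applied for the main values. Arrays hold no counts, so their number and the signal over background limit the precision. All 18 value columns belong to a mapped sample.

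Probesets were paired with genes through the platform table, and symbols were updated through the RefSeq table by gene identifier. Exactly 1 symbol was given for 21640 probesets (62.3%), several for 1321, and 11799 were not listed. The F-test and the comparisons of ages used the 21640. Single genes and gene lists used 1 probeset per gene, the one with the highest mean over the 18 arrays, which left 19937 genes, 954 of them with more than 1 probeset. No filter on low values was applied for the main values. Replicate numbers do not pair the arrays. Residuals of arrays with the same number correlated at a mean r of 0.005 over 45 pairs and those with different numbers at -0.003 over 90 pairs.

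limma 3.58.1 in R 4.3.3 fitted 1 mean per age and moderated the variances, with neither a trend nor robust estimation. Each age was compared with the mean of the other 5, and each age with the next. Adjusted p-values are Benjamini-Hochberg values over the probesets tested, with a threshold of 0.05. The dynamic probesets followed the stated criteria, a chi-squared test of the linear age means with 5 degrees of freedom and an adjusted p under 0.01, then a fold over 2. Soft clusters were fitted with e1071 1.7-16 with 14 centers, a fuzzifier of 1.25, a membership minimum of 0.5 and 20 random starts. Connectivity used a power of 6, and the top 10% of each subset was taken.

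There were 47 gene lists, written from textbook knowledge, and 282 combinations of list and age. They were tested with camera and its estimated correlation, with camera at a preset correlation of 0.01, with fry, and with exact two-sided permutation tests of the mean score and of ssGSEA (weight 0.25) over 816 splits. Count statements beside a list are given over all probesets tested and adjusted over the list alone. Genes were named by a fixed rule. It takes, for each age, the 8 genes with the largest rise and the 8 with the largest fall among those past the threshold whose 3 arrays all lie on that side. It adds the factors of Fig. 5A, the genes the paper names, and the members of each list with the largest change. The text gives a part of these. Values in the paper's tables had been seen when the rule and the lists were written.

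The test was checked on simulated data with 200 changed probesets, with equal spread and with the spread of each age as observed. The alternatives were all probesets, probesets above the median level, array weights, a variance trend with robust estimation, cyclic loess normalization, a block for the replicate number, no 12-month arrays, a fold of 2 or more, only the 2 ages compared, leaving out each array in turn, the mean of the probesets of a gene, other set tests, other folds and tests for the dynamic probesets, and 12 or 16 centers, another seed, no membership minimum or another power. In all, 30 were set beforehand and 4 were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Flow cytometry, promoter motifs, functional annotation tools and overlaps with other studies were left out, since the value table does not hold them or the tools and gene sets were not at hand.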

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

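The tests of arrays that stand apart, of the rise of dim probesets, of a lower share of stem cells and of cells of a female mouse, the combination of trend removal with array weights, and the splits without the 12-month arrays were chosen only after the results were seen. The lists below cover genes that the paper does not report on. Each differed at 12 months from the mean of the other ages by the exact permutation test of the mean score, adjusted over 282 tests. The camera test with an estimated correlation gave an adjusted p of 0.7 for each of them, so none stood out from the other genes by that test.

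Receptors of smell and taste, which skin stem cells should not express, were higher for 935 of 1214 genes and lower for 9 (954 and 9 when adjusted over the list alone), with a median log2 difference of 0.32 (adjusted p = 0.019, all 3 arrays above the other 15) that became -0.01 after cyclic loess normalization. Housekeeping genes were higher for 1 of 24 and lower for 16 (1 and 16 when adjusted over the list alone), with a median of -0.30 (adjusted p = 0.035) that became 0.00 after cyclic loess normalization. Fibroblast genes were higher for 11 of 18 and lower for 2 (12 and 2 when adjusted over the list alone), with a median of 0.32 against 0.04 after cyclic loess normalization. Melanocyte genes were higher for 9 of 13 and lower for 1 (9 and 1 when adjusted over the list alone), with a median of 0.32 against 0.04. Genes of Schwann cells and neurons were higher for 8 of 11 and lower for 1 (8 and 1 when adjusted over the list alone), with a median of 0.39 against 0.09. Skeletal muscle genes were higher for 14 of 18 and lower for 0 by limma (15 and 1 when adjusted over the list alone), with a median of 0.34 against 0.18. The adjusted p of these 4 lists was 0.019. Sebocyte genes were higher for 13 of 16 and lower for 2 (13 and 2 when adjusted over the list alone), with a median of 0.69 (adjusted p = 0.035) against 0.48 after cyclic loess normalization. Small RNA and snoRNA genes were higher for 38 of 59 and lower for 2 (38 and 2 when adjusted over the list alone), with a median of 0.57 (adjusted p = 0.047) before and after cyclic loess normalization. Snord15a rose by 2.42 (standard error 0.21, adjusted p = 2.4e-07) and Snord118 by 2.18 (standard error 0.29).

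The change at 12 months covers 14867 of 21640 probesets. None of the 99 other splits of the 18 arrays drawn reached that count, so a random grouping of the arrays is unlikely to give it. The highest, 11614, held 2 or 3 of the 12-month arrays in the group, and splits with fewer gave at most 752. The splits thus cannot tell age from arrays that stand apart. On 12-month replicates 2 and 3, the signal over background is lower (6.41 and 6.60), and bright genes fall while dim genes rise. Replicate 1, at 7.22, lies within the younger range of 7.04 to 7.52. Its trend runs from 0.11 for the dimmest to -0.10 for the brightest 10% of genes. That of 1-month replicate 2 runs the other way, from -0.12 to 0.20. The reference of the latter holds the 12-month arrays, so the sizes of these trends cannot be compared directly. If a lower signal over background were the whole change, few calls would be left once the trend on expression level is removed from each array. In fact 11277 were left (5606 higher and 5671 lower), of which 7638 had been called in the same direction. In this fit the trend alone thus does not account for the whole change. It may account for part of it, since fewer were called than before. The larger spread of the 12-month arrays inflates the calls of this fit, so a lower signal over background is not excluded. A larger spread of these arrays stays open as the whole cause. Simulated data with the observed spread gave 3780 false calls of 21440 without array weights and 4 with them, far below the real counts, but the simulated errors were independent between probesets, so a deviation shared by many probesets of an array is not covered. With array weights 7128 calls were left, between the bounds of 4000 and 8000 that had been set for this test. With both steps 3435 were left, under the lower bound, of which 2976 had been called in the same direction. Trend and spread together thus stay open as the whole cause. It also stays open whether arrays that stand apart account for the change. Taken as the only array of its age, 12-month replicate 1 called 8229 probesets, replicate 2 16263 and replicate 3 14551, against at most 6414 for a younger array (0.6-month replicate 1) in fits without the 12-month arrays. The spread of a lone array is assumed to be that of the other ages, and the fits of the younger and the 12-month arrays hold different arrays. The outcome turned with the reference. Replicate 1 lay above the highest younger array by 1.28 times, under the bound of 1.5 times. In the first form of the test, which kept 12-month replicate 1 in the fits of the younger arrays, the highest was 5149 and the ratio 1.60, past the bound, and the form was then revised. With all 3 12-month arrays in those fits the highest was 926 and the ratio 8.89. The comparison rests on 1 array and so excludes nothing. Age itself stays open as an untested biological explanation, and it cannot be told apart from arrays that stand apart, because no other arrays of this age were measured.

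Immune cell genes were higher at 12 months for 19 of 24 and lower for 2 (19 and 2 when adjusted over the list alone), with a median of 0.70 (adjusted p = 0.019) and of 0.51 after cyclic loess normalization. The most abundant of those that rose were Cd74 at 9.57 and Cd3e at 9.46. Cd74 did not pass with array weights (1.30, adjusted p = 0.34) or without 12-month replicate 1 (0.85, adjusted p = 0.083). A lower share of stem cells would raise the markers of at least some other cell types. Endothelial markers lay -0.55 beyond genes matched on expression level (-0.43, -0.43 and -0.55 on the 3 arrays), which argues against a rise of all of them. Sebocyte markers lay 0.48 above matched genes (0.52, 0.33 and 0.57 on the 3 arrays). The markers thus go both ways, and a lower share of stem cells stays open. A rise of dim probesets stays open. The immune list lay 0.45 above 100 matched genes per member, but by 0.77, 0.05 and 0.81 on replicates 1, 2 and 3, so replicate 2 shows little excess. Immune cells in the sort stay open as well, although the gate on CD34 and Itgα6 would remove cells without these markers. A second list of 23 leukocyte genes, written before it was tested, lay 0.43 above matched genes, with 21 of 23 above, but by 0.44, 0.26 and 0.35 on the single arrays, and 0.3 on each had been asked for. Immune cells may thus be present, or SSCs may express these genes at 12 months, and this was not tested. In the first list, Epcam and Cd207 mark epithelial or Langerhans cells as well.

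Of 4 measured genes in the list of Y-linked genes and Xist, the 3 Y-linked genes were lower at 12 months and Xist higher (1 and 3 when adjusted over the list alone), with a median of -0.94 (adjusted p = 0.019) and of -0.66 after cyclic loess normalization. Uty fell by 1.29 (standard error 0.09, adjusted p = 3.3e-08), Eif2s3y by 1.31 and Kdm5d by 0.58. Cells of a female mouse in the pools would raise Xist, which lay 0.04 above genes matched on expression level (0.02, -0.18 and 0.27 on the 3 arrays), and this argues against them. A fall of bright probesets stays open. The X-linked counterparts fell too, Kdm6a by 0.77, Kdm5c by 0.32 and Eif2s3x by 0.83. The change of Y minus X averaged -0.42, and was -0.79, -0.08 and -0.39 on replicates 1, 2 and 3 against -0.18 to 0.21 on the younger arrays, so replicate 2 lies within the younger range. Loss of the Y chromosome from some cells is a candidate explanation that also stays open. It predicts like changes of the 3 pairs, which were -0.52, -0.26 and -0.48 and thus lay 0.26 apart. A lower transcription of these genes with age was not tested.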

How the results depend on the processing

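The dynamic count by single arrays and without the 12-month arrays, and the leaving out of each array for the dynamic count and for signal over background, were chosen only after the result was seen. The replicate block and the variance trend with robust estimation left all 12 counts of the F-test and the comparisons within 1.5 times. With the replicate block, these were 13070 by the F-test, 2542, 3517, 48, 479, 541 and 14660 at the 6 ages from the youngest to the oldest, and 3423, 135, 1, 307 and 12434 from each age to the next. Where no cause is given below, the cause was not tested.

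With all probesets, 122 were called at 2.5 months, 22568 at 12 months, 3 from 2.5 to 4 months and 589 from 4 to 6 months, as more probesets are tested. With probesets above the median level, the F-test called 7891, 7294 were called at 12 months, 0 from 2.5 to 4 months by limma and 6030 from 6 to 12 months, as fewer are tested. Array weights gave 4778, 11193, 1324, 4794, 6824 and 7128 at the 6 ages and 9330, 2201, 231, 5076 and 7417 in the 5 intervals. They down-weight the 12-month arrays, whose weights were 0.09, 0.08 and 0.21. Cyclic loess normalization gave 195 at 2.5, 866 at 4 and 1277 at 6 months, 2 from 2.5 to 4 months and 712 from 4 to 6 months. Without the 12-month arrays, which changes the pooled spread and, for the ages, the mean of the others, there were 8915, 6277, 394, 2329 and 2568 calls at the other ages and 9924, 2072, 61 and 2622 in the 4 intervals left. A fold of 2 or more left 1196 by the F-test, 165, 93, 7, 19, 17 and 1030 at the 6 ages and 302, 23, 0, 46 and 1133 in the intervals. From 2.5 to 4 months, limma gave 988 at an unadjusted p under 0.05. When only the 2 ages compared were fitted, the intervals gave 7478, 1281, 5, 3826 and 3459.

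Dynamic probesets numbered 1629 by the fold against the overall mean, 0 by chi-squared on the log2 values, 2426 among probesets with 1 symbol, 10944 by the fold between single arrays and 1161 without the 12-month arrays. Early probesets numbered 189 with 12 centers and middle ones 0 with 16 centers. The median correlation of connectivity with membership was 0.753 at a power of 12.

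No list passed by camera with an estimated correlation in any setting. With the preset correlation of 0.01, camera called the cell cycle at 0.6 months (1.00) and 1 month (-0.79), the respiratory chain (0.16), autophagy at 1 month (0.26) and 12 months (-0.28), keratinocyte differentiation at 2.5 months (-0.12), and at 12 months RNA splicing (-0.58), ribosome biogenesis (-0.35), inflammatory signaling (0.32) and bulge markers (-0.64), besides Hedgehog signaling at 0.6 months (0.10) and 112 among all other lists. With fry these were the cell cycle (1.00 and -0.79), autophagy (0.26 and -0.28), keratinocyte differentiation at 12 months (0.22), splicing (-0.58), ribosome biogenesis (-0.35), Hedgehog (0.10), inflammatory signaling (0.32), bulge markers (-0.64) and 53 others. With ssGSEA they were the respiratory chain (0.018), splicing (-0.032), Notch (0.037), inflammatory signaling (0.033), bulge markers (-0.020) and 19 others. These tests differ from camera in taking the genes of a list, or the arrays, as the units.

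Leaving out 1 array at a time, where arrays that move a value by over 1.5 times are named beside the counts at each age above in the article, gave 12045 to 16541 by the F-test, 1497 to 5033 at 0.6, 944 to 9401 at 1, 0 to 1982 at 2.5, 51 to 2636 at 4, 53 to 3660 at 6 and 13210 to 16075 at 12 months. In the intervals it gave 1660 to 6763, 0 to 862, 0 to 5, 67 to 1198 and 10437 to 14851. Dynamic probesets ranged from 4348 to 7045 and those assigned to clusters from 4050 to 6623, with 3348 to 6024 late ones. Very early probesets ranged from 263 to 626 and were 578 without 1-month replicate 2, 626 without 2.5-month replicate 2 and 585 without 12-month replicate 2. Early ones ranged from 0 to 331, with 331 without 0.6-month replicate 2, 0 without 0.6-month replicate 3, 1-month replicate 2 or 6-month replicate 3, and 185 without 2.5-month replicate 1. Middle ones ranged from 0 to 150 and were 0 without any 1 of 0.6-month replicates 2 and 3, 1-month replicate 2, 2.5-month replicates 1 and 2, the 6-month arrays and 12-month replicate 2. Connectivity ranged from 0.860 to 0.926 with membership and from 0.823 to 0.957 with Table S2, and the signal over background difference from -0.87 to -0.46. List medians ranged from 0.67 to 1.35 and -0.86 to -0.74 (cell cycle at 0.6 and 1 month), 0.14 to 0.19 (respiratory chain), -0.01 to 0.04 (ribosomal proteins), 0.25 to 0.28 and -0.42 to -0.22 (autophagy), -0.14 to -0.06 and 0.19 to 0.32 (keratinocyte differentiation), -0.71 to -0.41 (splicing), -0.55 to -0.23 (ribosome biogenesis), 0.07 to 0.17 (Hedgehog), 0.08 to 0.26 (Notch), 0.26 to 0.35 (inflammatory signaling) and -0.68 to -0.61 (bulge markers), and 0 other lists passed by camera.

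Of the 209 combinations of gene and age that were followed through the alternatives, 8 that passed before or after changed sign, each at 12 months under cyclic loess normalization. Itga6 (0.21), Krt14 (0.23), Nfatc1 (0.26) and E4f1 (0.18) passed after it, and Bcl6 (0.03), Tead1 (0.08), Krt15 (0.01) and Krt5 (0.03) no longer did. Among those that kept their direction, 16 no longer passed with array weights, 8 with cyclic loess, 12 with all probesets, 10 with the replicate block, 5 without the 12-month arrays, 2 by the mean of the probesets of a gene and 1 with a variance trend and robust estimation. Leaving out 1 array ended a call in 258 cases and made one in 3, and leaving out the 12-month arrays made 1, that of Hoxc13 at 4 months (-0.55). Signal over background limits the 12-month values, and the number of arrays limits all of them.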

Differences from the paper's values

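The fold between single arrays and the count without the 12-month arrays were chosen only after the result was seen. The paper's reported share of dynamic transcripts is 32%, and the stated criteria gave 14.2%. The alternatives set before the data were examined gave 4.69% (fold against the overall mean), 0% (chi-squared on the log2 values, where limma's F-test called 13731 of the 21640 probesets with 1 gene symbol), 14.6% (chi-squared adjusted p under 0.05), 14.8% (fold alone), 11.2% (probesets with 1 gene symbol) and 13.2% (F-test in place of chi-squared), and none of them lies within 1.5 times of the paper's value. In probesets, the paper's value is 11123 and that of the stated criteria 4949, with 1629, 0, 5082, 5134, 2426 and 4584 under the same alternatives. The fold between the highest and the lowest single array, with the chi-squared test, gave 10944 probesets (31.5%), within the paper's value, and was chosen after seeing the values. Without the 12-month arrays the count was 1161, also chosen after seeing the values.

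The paper's number of hubs is 1087, and the top 10% of each subset of Table S2 gave 698 by its printed connectivity and 693 by the recomputed one. These counts are set by the sizes of the subsets, and no alternative was set for them. In Fig. 1F, read by eye, the paper shows about 1400 very early probesets up against 184 and about 2300 down against 153, about 1400 early ones up against 113 and about 1000 down against 0, and about 470 middle ones up against 0 and about 700 down against 141. These values are counts of cluster members, without a test. Each cluster was counted here only in the period where its center was farthest from 0. The paper places subset #−1.6 at the very early time-point and describes a second fall at the latest one. Its medians at hand were -0.38 at 0.6 months and -0.45 at 12 months, so such probesets may be counted as late here. The late ones, 1416 up and 2617 down, lie within 1.5 times of the figure's bars. With 12 centers, the very early, early and middle counts were 186 up and 162 down, 189 up and 0 down, and 0 up and 140 down. With 16 centers they were 298 and 142, 93 and 0, and 0 and 0. With another seed they were 184 and 152, 113 and 0, and 0 and 141, and with no membership minimum 193 and 159, 127 and 0, and 0 and 158. All of these alternatives were set before the data were examined, and all differ where the main counts do.

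The paper states that downregulated probesets outnumber upregulated ones at most ages other than the early one. Among cluster members, which the paper's figure counts, the lower ones were the majority in the middle and late periods (141 against 0, and 2617 against 1416), as the paper states. In the very early one, 153 were lower against 184 higher. This does not contradict the paper, since probesets that fall at both 0.6 and 12 months may be counted as late here. Of the dynamic probesets farthest from the mean of the other ages at 12 months, 2583 were lower and 1363 higher. Calls by limma, which the paper does not name, gave lower majorities at 0.6 and 2.5 months only, with 1480 lower against 1245 higher and 36 against 34. With all probesets they gave 1546 against 1690 at 0.6 months and 60 against 62 at 2.5 months. At 12 months, 6484 were lower against 8383 higher, but 5850 against 1444 with probesets above the median level. At 2-fold or more, the lower ones were the majority at 2.5, 4 and 12 months, with 6 against 1, 14 against 5 and 854 against 176. At 1 month the higher ones were the majority in all of these counts, as the paper states for the early age.

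The paper assigns ribosome biogenesis and translation to genes raised at the very early age. Of 61 ribosomal protein genes, 3 were higher and 3 lower at 0.6 months, and the median log2 difference was 0.02. The 334 probesets of the paper's subset #1.5, to which it assigns these functions, had a median of 0.29 at 0.6 months and of 0.44 at 6 months, in the paper's direction. It assigns ubiquitinylation to the late upregulated genes, while 32 of 36 genes of ubiquitin ligation were lower at 12 months and 1 was higher. At 6 months, 0 were higher and 1 lower by limma, with a median of 0.13. The paper's late upregulated subsets, which it chose on these arrays, had medians in its direction, 0.85 at 12 months for #6 and 0.57 at 6 months for #5.3. It names reduced proliferation at the late ages, while 5 of 49 cell cycle genes were lower and 7 higher at 12 months. At 6 months the median of this list was -0.14, with 0 genes higher and 1 lower by limma. In the paper's direction, its late downregulated subsets had medians of -0.81 at 12 months (#−6) and -0.28 at 6 months (#−5), and 26 of 44 MYC targets and 29 of 44 ribosome biogenesis genes were lower at 12 months, with medians of -0.35 each that became -0.05 and -0.12 after cyclic loess normalization. Of its factors lowered at the very early age, 0 of 6 measured passed by limma at 0.6 months. All 6 differed in the paper's direction, by -0.20 to -0.43, with a median of -0.30. The 12-month arrays are part of the reference and of the pooled spread in this comparison. Of the factors it lists for the middle ages, 0 of 9 passed at 2.5 or 4 months, although Hoxc13 passed at 4 months without the 12-month arrays (-0.55). With only 0.323% and 2.21% of all probesets called at these ages, this count does not contradict the paper. The 7 listed as downregulated had a median of -0.29 at 4 months, in the paper's direction, and of 0.12 at 2.5 months. The 2 listed as upregulated had medians of 0.22 at 2.5 months and -0.01 at 4 months. The paper places Hedgehog signaling among programs lowered at the early age, Notch and TGFβ signaling among those lowered at the very early age, apoptosis among those lowered at the middle ages and Wnt/β-catenin signaling among those raised at the late ages. The list medians were -0.02, -0.03, -0.03 and -0.01 for the first 4 (4 months for apoptosis), and 19 of 51 Wnt genes were higher and 18 lower at 12 months. These lists come from textbook knowledge and are not the signatures or the subset annotation that the paper used, so the measures are unlike. The reference at 0.6 months also holds 12 months, where the TGFβ list had a median of -0.34. In the paper's direction, 0 of 14 Hedgehog genes were higher and 5 lower by limma from 0.6 to 1 month. Also in its direction, subsets #−4.2 and #−4.6 had medians of -0.38 and -0.28 at 4 months. The Wnt list had an ssGSEA difference of 0.020 at 12 months (adjusted p = 0.031 by the exact permutation test). Camera did not call the Wnt list, and its mean score differed slightly the other way. Keratinocyte differentiation, which it assigns to genes raised at the middle ages, had 0 of 47 genes higher by limma at 2.5 months and 1 at 4 months. The paper also finds cell differentiation lowered in that period, where the list's median was -0.12 at 2.5 months and -0.25 at 4 months.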

Other observations

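The splits without the 12-month arrays were chosen only after the result was seen. Other splits of the 18 arrays into groups of the same sizes were fitted, 100 for each comparison with the real one included. For the F-test, no other split exceeded 77 calls against 13731, and chance can be excluded. At 0.6 months, 5 of 100 splits were as large (2725 calls, highest other 10712), and at 1 month 3 of 100 (3933, highest other 8317). At 2.5 months it was 4 of 100 (70, highest other 8808), at 4 months 4 of 100 (478, highest other 10309) and at 6 months 2 of 100 (701, highest other 719). These shares were not adjusted over the ages. They largely turn on how many of the splits drawn put 12-month arrays together, so they do not decide about chance. At 12 months, 1 of 100 was as large. The other splits that reached or passed the real count numbered 4, 2, 3, 3, 1 and 0 at the 6 ages, and 4, 2, 3, 2, 0 and 0 of these held 2 or 3 of the 12-month arrays in the group of 3. Splits with several times the real count thus point to a structure of the samples, the 12-month arrays. Without these arrays, 1 of 100 splits was as large at each age, with 8915 calls against at most 10 at 0.6 months, 6277 against 92 at 1 month, 394 against 0 at 2.5 months, 2329 against 3 at 4 months and 2568 against 1846 at 6 months, and chance can be excluded for each. From one age to the next, 3 arrays against 3 give 10 splits, too few for a share under 0.05. The real counts were 3680, 165, 1, 365 and 12721, and the highest others by limma 0, 0, 0, 0 and 1.

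Further lists were measured at no claim of the paper. At 12 months, 7 of 10 mast cell genes were higher and 0 lower by limma (7 and 0 when adjusted over the list alone), with a median log2 difference of 0.26 and of 0.01 after cyclic loess normalization. Of 44 other tissue-restricted genes, 31 were higher and 1 lower (31 and 1 when adjusted over the list alone), with a median of 0.31 and of 0.05 after cyclic loess normalization. Of 44 keratin-associated protein genes, 15 were higher and 2 lower (14 and 2 when adjusted over the list alone), with a median of 0.15 that became -0.07 after cyclic loess normalization. Of 29 genes of the hair shaft and root sheath, 10 were higher and 2 lower (10 and 2 when adjusted over the list alone). Of 29 immediate early genes, 10 were higher and 3 lower (10 and 2 when adjusted over the list alone). Of 15 interfollicular and infundibular markers, 6 were higher and 6 lower (6 and 6 when adjusted over the list alone).

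At 1 month, 12 of 18 endothelial genes were higher and 0 lower by limma (14 and 0 when adjusted over the list alone), with a median log2 difference of 0.45. Vwf was 1.46 higher (standard error 0.23, adjusted p = 7.2e-04) and Eng 1.28 higher (standard error 0.21, adjusted p = 0.0011). At 12 months, 2 were higher and 11 lower (2 and 11 when adjusted over the list alone), with a median of -0.49 before and after cyclic loess normalization. Among the 18 arrays, the titles of 12-month replicates 1 and 2 carry 1 letter code and the other 16 carry 2, and the records do not say what the codes stand for. The titles of the 0.6-month arrays name day 20, while the labels and the paper name day 18.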
